# GDPD5-CD55-EGFR competitive binding axis regulates radioresistance and lipid accumulation in rectal cancer

**DOI:** 10.1038/s41419-026-08711-3

**Published:** 2026-04-07

**Authors:** Ruiqiu Zhu, Mingyue Li, Yi Shen, Li Zou, Limin Jin, Yuntian Shen, Yaqun Zhu, Qiliang Peng

**Keywords:** Rectal cancer, Radiotherapy

## Abstract

Resistance to neoadjuvant chemoradiotherapy in rectal cancer diminishes survival benefits, potentially due to dysregulated lipid metabolism, though the mechanisms are unclear. Using the MSigDB database and GSE68204 cohort, we identified lipid metabolism genes linked to radiotherapy resistance. We developed resistant cell lines and xenograft models, and through multi-algorithm analysis (SVM-RFE, RF, LASSO), pinpointed key genes. Molecular mechanisms were explored via Western blotting, co-immunoprecipitation, molecular docking, and functional assays, validated in patient-derived organoids. Our study found that radiotherapy-resistant rectal cancer shows a lipid accumulation phenotype, with an inverse relationship between lipid droplet deposition and radiosensitivity in resistant cell models. The multi-algorithm screening identified GDPD5 as a key regulator. Silencing GDPD5 reduced lipid accumulation and increased radiosensitivity. Mechanistically, GDPD5 competes with CD55, disrupting its interaction with EGFR and promoting EGFR nuclear translocation, which suppresses p53 and leads to lipid buildup and radiotherapy resistance in tumors. Clinical samples showed high GDPD5 and low CD55 levels correlate with EGFR nuclear localization. Patient-derived organoids with high GDPD5 also showed increased radiotherapy resistance. Our findings indicate that GDPD5 facilitates EGFR nuclear translocation by binding to CD55, suppressing p53, and causing lipid accumulation and radiotherapy resistance in tumors. Targeting the GDPD5-CD55-EGFR interaction may enhance radiosensitivity.

## Introduction

Neoadjuvant chemoradiotherapy (nCRT) is an established therapeutic approach for rectal cancer, known for its efficacy in reducing tumor volume and recurrence rates, as well as enhancing tumor resectability and sphincter preservation rates [1–3]. Nonetheless, inadequate tumor control due to radioresistance poses a significant challenge, adversely affecting patient prognosis and survival outcomes [4]. Although advancements in radiosensitization strategies are ongoing, their clinical application remains limited [5], suggesting that the molecular mechanisms underpinning radioresistance are not yet fully understood. Notably, dysregulated lipid metabolism, characterized by abnormal lipid accumulation [6, 7] and the concomitant upregulation of fatty acid synthase (FASN) expression [8], is frequently observed in models of rectal cancer radioresistance. This lipid accumulation phenotype implies a potential link with radioresistance. However, the upstream regulatory mechanisms and the specific pathways through which it influences radioresistance have yet to be delineated.

Glycerophosphodiester Phosphodiesterase Domain Containing 5 (GDPD5), a pivotal molecule within the phospholipase D superfamily that regulates lipid metabolism [9], demonstrates biological functions across various cancers, indicating its potential role in radioresistance. In colorectal cancer, the overexpression of GDPD5 has been directly associated with tumor cell resistance to 5-fluorouracil (5-FU), and its inhibition has been shown to reverse this chemoresistance [10]. Considering that radiotherapy and 5-FU chemotherapy share similar DNA damage response mechanisms, it is plausible that the GDPD5-mediated chemoresistance pathway may similarly affect radiosensitivity. In breast cancer, GDPD5-induced dysregulation of choline phospholipid metabolism results in the accumulation of malignant phospholipid metabolites [11, 12], and such metabolic reprogramming has been independently recognized as a common characteristic of radioresistance. Moreover, research on neuroblastoma indicates that GDPD5 inhibits cell proliferation and migration through lipid metabolic pathways [13]. This modulation of malignant cell behavior may indirectly support the survival microenvironment of radioresistant cells. Taken together, current evidence suggests that GDPD5 may serve as a crucial regulator of treatment resistance via lipid metabolic reprogramming, with its regulatory network intersecting essential pathological processes associated with radioresistance.

p53, a critical mediator in the cellular response to ionizing radiation (IR), plays a pivotal role in determining cell fate post-irradiation. The suppression of p53 is associated with increased radioresistance and lipid accumulation. In head and neck squamous cell carcinoma, mutations that disrupt TP53 significantly elevate local recurrence rates following radiotherapy and contribute to radioresistance [14]. Similarly, in colorectal cancer cells, the loss of p53-binding protein 1 diminishes p53 pathway activity, thereby enhancing radioresistance [15]. Concerning lipid accumulation, p53 regulates the expression of Adipose Triglyceride Lipase (ATGL) and FASN, which leads to lipid deposition [16, 17]. In the context of radiation research, the nuclear localization of epidermal growth factor receptor (EGFR) can inhibit p53 function through direct interaction, thereby influencing radioresistance [18]. Nonetheless, the upstream mechanisms responsible for radiation-induced EGFR nuclear translocation remain poorly understood, as existing ligand-dependent pathways do not fully account for this phenomenon.

Through bioinformatic analysis and functional experiments, this study elucidates that the lipid metabolism-associated gene GDPD5 enhances radioresistance by competitively binding to CD55, thereby displacing EGFR from membrane anchoring. This displacement facilitates the nuclear translocation of EGFR, which in turn suppresses p53-dependent apoptosis and mediates cellular lipid accumulation.

## Materials and methods

### Antibodies and reagents

GDPD5 (25703-1-AP, Proteintech, AB_2880200), FASN(10624-2-AP, Proteintech, AB_2100801), ATGL(55190-1-AP, Proteintech, AB_11182818), β-actin(66009-1-Ig, Proteintech, AB_2687938), Ki67 (ab21700, Abcam, AB_446486), p53(ab241566, Abcam, AB_3675436), p53(ab32389, Abcam, AB_776981), EGFR(66455-1-Ig, Proteintech, AB_2881824), EGFR(TA506224, ZSGB-BIO, AB_2623687), CD55(82781-6-RR, Proteintech, AB_3086534), Lamin B1(12987-1-AP, Proteintech, AB_2136290), anti-Flag (66008-4-Ig, Proteintech, AB_2918475), anti-Myc (16286-1-AP, Proteintech, AB_11182162), anti-Myc (2276, Cell Signaling Technology, AB_331783), anti-HA (3724, Cell Signaling Technology, AB_1549585), anti-mouse IgG (5415, Cell Signaling Technology, AB_11112987), anti-rabbit IgG (3900, Cell Signaling Technology, AB_1550038), Nanoantibody anti Rabbit for IP (RS0121, Immunoway, AB_3732917), Nanoantibody anti Mouse for IP (RS0092, Immunoway, AB_3732925).

HEK293T, HCT116 and DLD-1 cells from Zhejiang Meisen Cell Technology Co., Ltd., China (January 2024) were authenticated and confirmed to be free of mycoplasma and contamination. HCT116/R and DLD-1/R were obtained after 25 rounds of 4 Gy irradiation.

### Ethics statement and animals

Eight-week-old male BALB/c-nu mice were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China) and housed in a specific pathogen-free (SPF) animal facility at the Soochow University Animal Center. The mice were provided ad libitum access to water and standard chow and maintained on a 12-h light/dark cycle. All experimental groups included *n* = 6 mice. Randomization was strictly applied during mouse group allocation. Tumor measurements were performed by investigators blinded to group identities. All experimental procedures were conducted in compliance with the guidelines and protocols approved by the Animal Ethics Committee of Soochow University (SUDA202411A1189).

### Cell culture

HCT116 (p53-WT [19, 20]) and DLD-1 (p53-MUT S241F [20]) cells from Zhejiang Meisen Cell Technology Co., Ltd., China were authenticated and confirmed to be free of mycoplasma and contamination. The human embryonic kidney (HEK293T) cells were obtained from Beyotime Company (Shanghai, China). The cells were cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% (v/v) penicillin-streptomycin at 37 °C under 5% CO2.

### Plasmids, lentiviral vectors, shRNA, and transfection

GDPD5, CD55 and EGFR coding regions were tagged with Flag, Myc and HA, respectively, and cloned into the pCDH-CMV-MCS-EF1α-Puro vector. Lentiviral shRNA plasmids targeting USP15 were obtained from Shanghai Genechem (Shanghai, China). The sequences were as follows: shGDPD5#1 5'-GCTCCCATGATGATACCACAC-3', shGDPD5#2 5'-GCTTTACTTCTGGTGGGAAGT-3', shCD55#1 5'-GCAGTCAATGGTCAGATATTG-3', shCD55#2 CD55:5′-AUGUGAAGAAAGCUUUGUGUU-3', shP53#1 5'-GGAGCTTACCATGACCGAGTA-3', shp53#2 5′- GAAGAAAATTTCCGCAAAA-3′. 

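Both shGDPD5 sequences match the coding sequence of GDPD5, a glycerophosphodiester phosphodiesterase gene on the minus strand of chromosome 11 from 75434640 to 75525903 in GENCODE release 29 on GRCh38. The target of shGDPD5#1, GCTCCCATGATGATACCACAC, lies at 75477621 to 75477641 in exon 3 of 17 and is present without mismatch in 7 annotated GDPD5 transcripts. The target of shGDPD5#2, GCTTTACTTCTGGTGGGAAGT, lies at 75462813 to 75462833 in exon 4 of 17 and is present without mismatch in 6 annotated GDPD5 transcripts. Each of these sequences had an exact match in transcripts of 1 gene only. The target of shCD55#1, GCAGTCAATGGTCAGATATTG, lies in the coding sequence of CD55 on the plus strand of chromosome 1 from 207322532 to 207322552, in exon 2 of 10. The other 3 sequences listed, shCD55#2 among them, had no exact match over their full length in the sense strand of these transcripts.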

Transfection of the plasmids and shRNA was performed using Lipo3000 (Invitrogen).

### Irradiation protocol

The mice were anesthetized with an intraperitoneal injection of pentobarbital sodium (approximately 40 mg/kg) and placed on a platform to receive 5 Gy of tumor using an X-RAD 320iX Biological Irradiator (Precision X-ray, North Branford, CT, USA) at a dose rate of 1.0 Gy/min. Targeting the subcutaneous tumor region was irradiated, and other parts of the body were shielded by a 5 cm-thick lead block.

Vitro model of tumor cell was established by irradiating HCT116 and DLD-1 at the dose rate of 1.0 Gy/min using an X-RAD 320iX Biological Irradiator (Precision X-ray, North Branford, CT, USA).

### RNA-Seq assay

Samples were isolated, gently washed with DEPC-treated water (10601ES76, YEASEN), frozen and then used for transcriptome RNA-Seq. Total RNA extraction, RNA integrity evaluation, library construction, and sequencing were performed according to the manufacturer’s standard protocol. RNA-seq and analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China). Differentially expressed genes (DEGs) were identified using the absolute value of log2 (ratio) ≥ 1 as the threshold. The t test threshold (P values < 0.05) and fold-change threshold (> 1.5 or < 0.5) were set as the thresholds for significantly DEGs.

### Quantification of tissue triglyceride (TG) content

TG were extracted from tissue specimens through homogenization in ice-cold Reagent 1 (LE-1-145, Lai Er Bio-Tech) at a tissue mass (g)-to-reagent volume (mL) ratio of 1:5–10. Specifically, approximately 0.1 g of tissue was homogenized in 1 mL of Reagent 1 using a pre-chilled homogenizer on ice. The homogenate was centrifuged at 8000 × g for 10 min at 4 °C. The resulting supernatant was collected as the TG extract for subsequent analysis. For spectrophotometric determination, a visible light spectrophotometer was preheated for 30 min and calibrated to 505 nm wavelength.

### Colony formation assay

The tumor cells were seeded in triplicate in 6-well plates at the density of 100–2000 cells/well depending on the radiation dose. After overnight culture, followed by 0, 2, 4, 6, and 8 Gy X-ray radiation. The cells were cultured for 1–2 weeks and stained with crystal violet, and the viable colonies containing at least 50 cells were counted.

### Oil red O staining

Tissue specimens were fixed in 4% paraformaldehyde (Solarbio), cryoprotected in 30% sucrose, and embedded in OCT compound prior to cryosectioning. Cultured cells were fixed in 4% PFA for 15 min. For lipid detection, samples were stained with Oil Red O working solution for 20 min at room temperature, differentiated in 60% isopropanol, and counterstained with hematoxylin.

### BODIPY 493/503 staining

Cultured cells were fixed with 4% paraformaldehyde for 15 min at room temperature. After PBS washing, cells were incubated with BODIPY 493/503 (D3922, Thermo Fisher Scientific) for lipid droplet visualization, followed by nuclear counterstaining with DAPI (C1002, Beyotime) for 5 min. Critical precautions included avoiding antigen retrieval, detergent treatments, and cell drying throughout the procedure. Stained samples were mounted using aqueous mounting medium immediately after staining.

### Immunofluorescence (IF) staining

Cultured cells seeded in confocal dishes and cryosectioned tumor tissues (5–8 μm) underwent fixation in 4% paraformaldehyde (15 min cells/30 min tissues). Cell samples were permeabilized with 0.5% Triton X-100 (10 min), while tissue sections required antigen retrieval in sodium citrate buffer (95 °C, 15 min). All samples were blocked with 10% goat serum (1 h, RT) before incubation with primary antibodies (4 °C overnight). After PBS washes, Alexa Fluor 488/594-conjugated secondary antibodies (Thermo Fisher: A11001, A11008, A11037, A11032) were applied (1 h, RT) with DAPI counterstaining. Images were acquired using confocal microscopy (Leica) with z-stack acquisition and analyzed in LAS X software, maintaining identical exposure settings between samples.

### Mass spectrometry analysis of GDPD5 and EGFR interacting proteins

HCT116/R cells transfected with Flag-GDPD5 or Myc-EGFR were subjected to immunoprecipitation with an IgG control. Immune complexes were then incubated with Protein A/G Agarose (P2197, Beyotime). After washing four times, the immunoprecipitates were boiled in 1X loading buffer and resolved using SDS-PAGE. MS analysis was then performed by Guangzhou Saicheng Biotechnology company (Guangzhou, China).

### Immunoprecipitation (IP)

For IP analysis, cell lysis buffer (P0013, Beyotime) containing PMSF and phosphatase inhibitor cocktail was used to lyse the cells for IP analysis (P1081, Beyotime). Cell lysates were first precleared with protein A/G agarose, and then were incubated with the indicated primary antibodies at 4 °C overnight. The next day, 40 µl of protein A/G-agarose beads were added and incubated for 4 h at 4 °C. After washing three times, the mixture was resuspended. After boiling and centrifugation to pellet the agarose beads, supernatants were subjected to IB analysis.

### Co-immunoprecipitation (Co-IP) assay

Lysis buffer (Beyotime, catalog P0013), which contained a protease inhibitor cocktail (MCE, catalog HY-K0010), was used for lysis. The indicated antibodies were used in cell lysates for IP at 4 °C overnight and then incubated with protein A/G (Beyotime, catalog P2055) at 4 °C for 3 h. Then the cell lysates were washed with lysis buffer four times and then analyzed by IB.

### Rectal cancer organoid isolation and culture

Upon arrival, colorectal cancer tumor tissues were photographed and washed in the cold PBS with penicillin/streptomycin for 5 min, and then minced into tiny fragments in a sterile dish on ice. Then tissue fragments were subjected to enzymatic digestion (K601003, BioGenous) in 10 mL digestion medium containing 9.5 mL basal medium (K601003-A100, BioGenous) at 37 °C for 30–60 min. Tumor organoids were collected after centrifugation at 300 g for 5 min. The resuspended organoids were subsequently mixed with an equal volume of Matrigel® (356231, Corning) and then seeded on a prewarmed 24-well plate at a density of 500 crypts per well. Colorectal cancer organoid complete medium (K2103-CR; BioGenous) (500 μL) was then added to each well. The organoids were treated with complete medium with or without 100 μM I3A 1 h pre-IR and then exposed to 6 Gy X-rays at a dose rate of 1.1 Gy/min or sham-irradiated. The organoids were finally viewed under an optical microscope, followed by analysis of the organoids using ImageJ software. At least 50 organoids were counted. The study received approval from the Clinical Research Ethics Committee of the Second Affiliated Hospital of Soochow University (Approval Number: JD-LK2022167-IR02).

### Analysis of the lipid metabolism gene set

Using the MSigDB database to find related gene sets in hallmark, KEGG, and Reactome, collectively termed LMRGs. The GSE68204 dataset from the GEO database, comprising 59 rectal cancer patients undergoing preoperative NCRT, was analyzed. Patients were categorized into NCRT responders (27) and non-responders (32) based on pathology results. The raw GSE68204 data were processed using the Affy package in R, and differential expression was analyzed with the “Limma” package, using a P value < 0.05. The DEGs were cross-referenced with LMRGs to identify DE-LMRGs, whose ability to distinguish between the two NCRT groups was evaluated using principal component analysis (PCA). Functional enrichment analyses, including GO and KEGG analysis, were conducted to understand the biological role of DE-LMRGs. The R software “ClusterProfiler” and “ggplot2” packages were used for analysis and visualization. Candidate LMRGs were identified using LASSO, SVM, and RF machine learning algorithms. Their accuracy in predicting NCRT for rectal cancer was evaluated with ROC curves.

### Statistical analysis

Analyses were carried out using GraphPad Prism software (Version 7.0). Data are represented as the mean ± SD. Two-tailed Student’s t-tests and one-way ANOVAs were utilized in the data analysis for the article. Cohen’s d for estimating effect size. A P-value less than 0.05 was considered to be statistically significant.

## Results

### Radiotherapy resistance in rectal cancer is linked to lipid accumulation

To elucidate the mechanisms underlying radioresistance in rectal cancer, we conducted an initial screening of the MSigDB database, identifying 763 genes associated with lipid metabolism related genes (LMRGs). Transcriptomic analysis of the GSE68204 cohort revealed that, in comparison to radiotherapy responders (27 patients), non-responders (32 patiens) exhibited 583 upregulated and 605 downregulated differentially expressed genes (DEGs). An intersection analysis of these datasets with the LMRGs identified 36 differentially expressed LMRGs. PCA demonstrated a significant separation in LMRG expression profiles between the two groups. Interaction network analysis revealed strong associations among these genes, and KEGG pathway enrichment further indicated their collective involvement in the regulation of lipid metabolism (Fig. 1A). Validation using clinical samples showed significantly elevated lipid content in tumor tissues from non-responders (*n* = 10) compared to radiotherapy responders (*n* = 10) among 20 rectal cancer patient tissues (Fig. 1B).

**Fig. 1:**
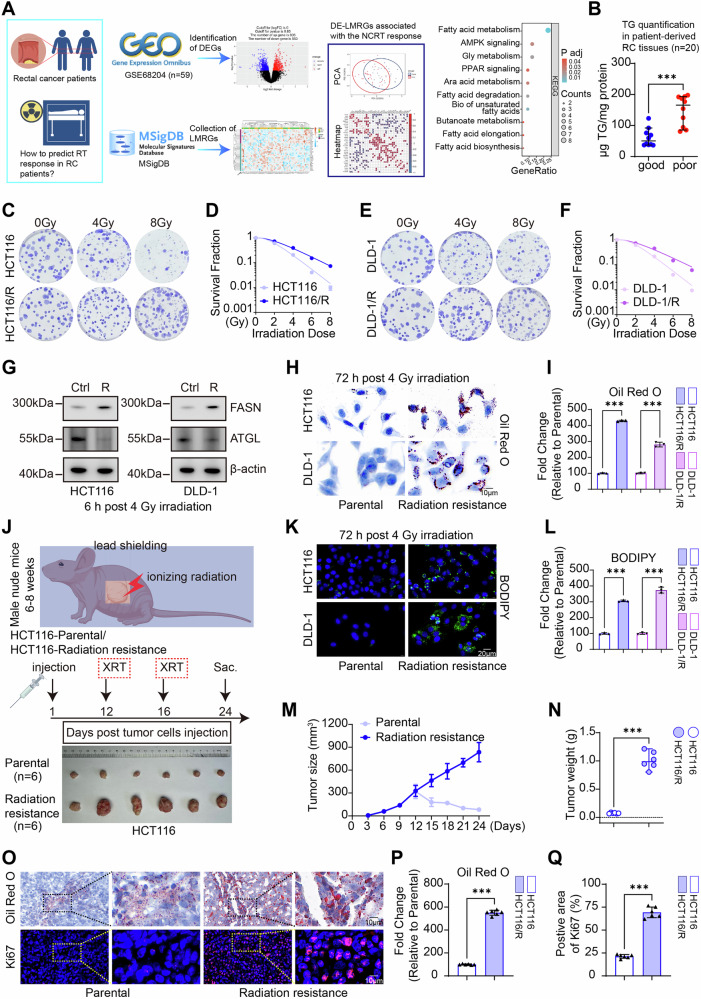
Lipid accumulation associates with rectal cancer radioresistance. **A** Schematic of bioinformatics analysis, The GSE68204 dataset was integrated with the MSigDB to conduct differential gene screening, PCA, correlation analysis, and KEGG enrichment analysis. **B** Assessment of triglyceride levels in tumor tissues from rectal cancer patients (*n* = 20), categorized by treatment response (good response, TRG 0-1; poor response, TRG 2-3). **C–F** Clonogenic assays and statistical analyses were performed on both parental and radioresistant HCT116 and DLD-1 cell lines. **G** Western blot analysis was conducted to determine the protein levels of FASN and ATGL in parental and radioresistant HCT116 and DLD-1 cell lines. **H**, **I** Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were performed in parental and radioresistant HCT116 and DLD-1 cell lines. **J** Schematic representation of the nude mouse subcutaneous tumor model and images of gross tumors (*n* = 6 per group). **K**, **L** BODIPY staining (scale bar = 20 μm) and quantification of neutral lipids were conducted in parental and radioresistant (R) HCT116 and DLD-1 cell lines. **M** Growth curves of subcutaneous tumors derived from parental and radioresistant cell lines were plotted (*n* = 6 per group, *P* (24 days) <0.001, Cohen’s d (24 days)=7.91). **N** Statistical analysis of tumor weights was performed comparing parental and radioresistant groups (*n* = 6 per group, Cohen’s d = 8.67). **O–Q** Oil Red O staining (*n* = 6 per group, Cohen’s d = 28.53) and Ki67 IF analysis (*n* = 6 per group, Cohen’s d = 11.03), along with statistical evaluations (scale bar = 10 μm), were conducted in parental and radioresistant groups. NS indicates non-significance, **p < 0.01; ***p < 0.001.

Subsequently, we successfully developed radioresistant models using HCT116 and DLD-1 cell lines (Fig. 1C–F). Western blot (WB) analysis revealed an upregulation of FASN and a downregulation of ATGL expression in the radioresistant cell lines (Fig. 1G). Oil Red O staining and BODIPY fluorescence staining demonstrated significant lipid accumulation in the radioresistant cells (Fig. 1H, I, K, L). In vivo experiments employing a subcutaneous xenograft tumor model indicated that tumors derived from radioresistant cells exhibited reduced sensitivity to IR compared to those derived from parental cells (Fig. 1J, M, N), while also showing an increased Ki67-positive rate and enhanced histological lipid deposition (Fig. 1O–Q). Overexpression of FASN in parental cell lines induces lipid accumulation and radiation resistance (Fig. S1A–E), while inhibiting lipid synthesis in radioresistant cell line induces radiosensitization (Fig. S1F–I). Collectively, these findings confirm that the radioresistant phenotype in rectal cancer is significantly associated with tumor lipid accumulation.

### GDPD5 modulates lipid accumulation and radiosensitivity in rectal cancer

To elucidate the regulatory mechanisms connecting lipid accumulation with radioresistance, this study utilized support vector machine recursive feature elimination (SVM-RFE), random forest (RF), and LASSO logistic regression algorithms to identify differentially expressed LMRGs, resulting in the identification of 10 core regulatory genes. Receiver operating characteristic (ROC) curve analysis indicated that all top 10 key LMRGs exhibited area under the curve (AUC) values exceeding 0.67, thereby confirming their predictive stability. Among these genes, GDPD5 demonstrated the most significant predictive efficacy for chemoradiotherapy response and was identified as the primary candidate gene (Fig. 2A). WB analysis showed that GDPD5 expression was significantly elevated in radioresistant cell lines compared to their parental counterparts (Fig. 2B). The knockdown of GDPD5 expression in radioresistant cells resulted in a significant downregulation of FASN and an upregulation of ATGL protein levels (Fig. 2C) with these metabolic alterations and associated radioresistance phenotypes being completely reversed by re-expression of shRNA-resistant GDPD5 constructs (Fig. S2C–G). Oil Red O staining and BODIPY fluorescence staining demonstrated that GDPD5 knockdown effectively mitigated the lipid accumulation phenotype in radioresistant cells (Fig. 2D–G). Clonogenic survival assays and flow cytometric analysis of apoptosis further revealed that GDPD5 knockdown significantly augmented IR-induced clonogenic cell death and apoptosis (Fig. 2H–K). GDPD5 was overexpressed in HCT116 and DLD-1 cell lines, resulting in increased lipid accumulation and enhanced resistance to radiation therapy (Fig. S3). In vivo experiments corroborated that GDPD5 knockdown increased the radiosensitivity of radioresistant cells to IR while simultaneously reducing lipid accumulation in tumor tissues (Fig. 2L–Q). Collectively, these findings identify GDPD5 as a critical molecular regulator of lipid accumulation and radiosensitivity in rectal cancer.

**Fig. 2:**
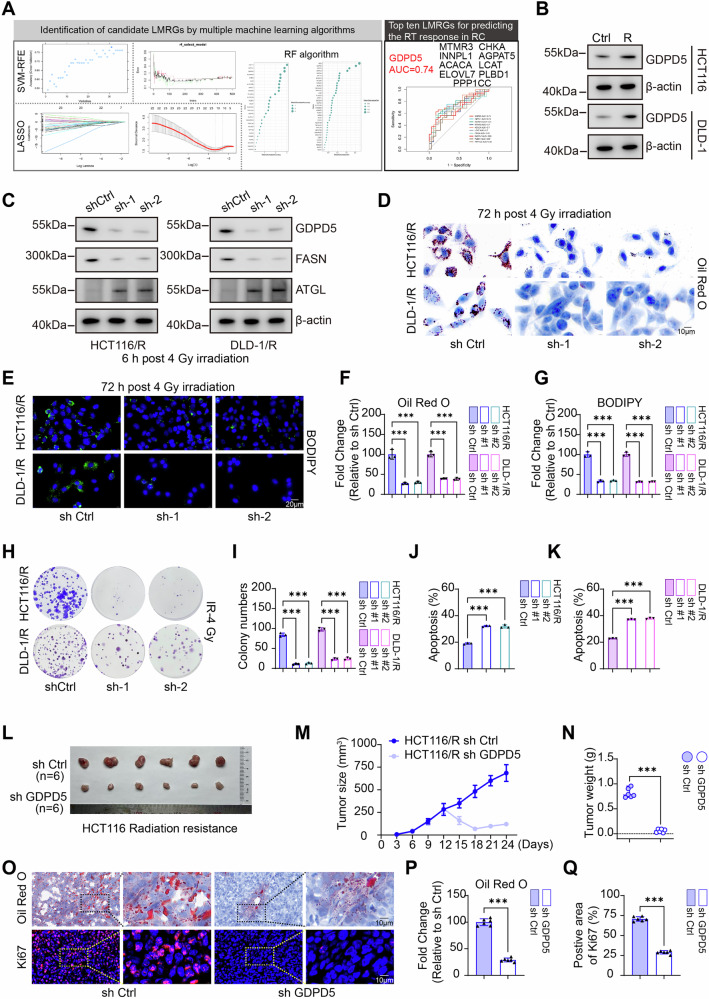
GDPD5 regulates lipid accumulation and radiosensitivity in rectal cancer cells. **A** Screening of core lipid metabolism genes was conducted using SVM-RFE, RF, and LASSO logistic regression, followed by ROC curve analysis to evaluate the AUC values of core genes. **B** WB analysis was performed to detect GDPD5 protein levels in both parental and radioresistant HCT116 and DLD-1 cell lines. **C** WB analysis was also utilized to assess the protein levels of GDPD5, FASN, and ATGL in control versus GDPD5-knockdown radioresistant cell lines. **D**, **F** Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were conducted in control and GDPD5-knockdown radioresistant cells. **E**, **G** BODIPY staining (scale bar = 20 μm) and neutral lipid quantification were performed in control and GDPD5-knockdown radioresistant cells. **H**, **I** Clonogenic assays (IR-4 Gy) and statistical analyses were conducted in control and GDPD5-knockdown radioresistant cells. **J**, **K** Flow cytometry was employed to detect apoptosis, with statistical analysis performed on irradiated (IR-4 Gy) control and GDPD5-knockdown radioresistant cells. **L** Gross tumor images were captured for control and GDPD5-knockdown HCT116 radioresistant cells (*n* = 6 per group). **M** Tumor growth curves were generated to compare radioresistant control and GDPD5-knockdown groups (*n* = 6 per group, *P* (24 days) <0.001, Cohen’s d (24 days)=8.44). **N** Tumor weight statistics for radioresistant control vs. GDPD5-knockdown groups (*n* = 6 per group, Cohen’s d = 10.75). **O–Q** Oil Red O staining (*n* = 6 per group, Cohen’s d = 14.11) and Ki67 IF detection (*n* = 6 per group, Cohen’s d = 17.32) in radioresistant control and GDPD5-knockdown groups (Scale bar=10 μm). sh #1, shGDPD5-1; sh #2, shGDPD5-2. NS non-significance, **p < 0.01; ***p < 0.001.

### GDPD5 modulates lipid accumulation and radiosensitivity through the p53 pathway

To investigate how GDPD5 influences lipid accumulation and radiosensitivity, we created a GDPD5-knockdown model in radioresistant HCT116 cells. We conducted transcriptome sequencing on samples taken 6 h after 4 Gy irradiation from both control and knockdown groups. 

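RNA-seq counts per gene were analysed for 6 libraries of HCT116, a human colorectal cancer cell line, of which 3 carried a control shRNA (shCtrl) and 3 an shRNA against GDPD5 (shGDPD5). The paper describes these cells as radioresistant HCT116 collected 6 h after 4 Gy, while the sample labels give the cell line and the shRNA but no radioresistance, dose or time. The paper's text does not name which of the 2 GDPD5 shRNAs was sequenced, nor whether the 3 libraries of a group came from separate cultures, so the p-values given for these libraries measure only the spread between them, which may be technical. According to the labels, the libraries were made from total RNA with a SMARTER mRNA-Seq kit, and the paper states that a company, OE Biotech, did the sequencing and analysis. The aligner, the counting tool, its use of strand and the genome build are not given in the sources used here.
The deposited values are estimated counts that need not be whole, and they were rounded to whole numbers before testing. The shCtrl libraries held 17602320, 18076702 and 17741289 counts (median 17741289), and the shGDPD5 libraries 16715447, 18510670 and 17374506 (median 17374506). Depth therefore differed little between the groups. After genes with low counts were removed, 16755 of 79302 genes were tested with the quasi-likelihood test of edgeR after TMM normalization, with Benjamini-Hochberg adjustment. Replicates of a group differed by more than the sampling noise, with a chi-square per degree of freedom between 1.67 and 7.21 over the pairs, and both of the highest values (6.20 and 7.21) involved shCtrl replicate 1. The 13 mitochondrially encoded genes took 8.99% to 9.34% of the counts in the shCtrl libraries and 10.1% to 10.7% in the shGDPD5 libraries. The filter, the fold threshold and the choice of test could each change the number of genes called.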

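On PC1 the 3 shCtrl libraries lay between -44.6 and -43.9 and the 3 shGDPD5 libraries between 43.8 and 44.7, a gap of 87.7 between the nearest libraries of the groups against a widest range of 0.922 within a group. PC1 held 72.9% of the variance of log2 CPM over the 16755 tested genes. PC2 held 8.29%, and on it shCtrl replicate 1 stood at 28.3, apart from shCtrl replicates 2 and 3 at -14.8 and -13.3. Correlations between libraries over these genes were at least 0.989 within a group and at most 0.959 between groups. Complete separation of 3 libraries from 3 gives p = 0.1 in a two-sided exact permutation test, the smallest p this design allows. With no filter on low counts, the share of variance on PC1 was 46.9%.

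**Figure D1:**
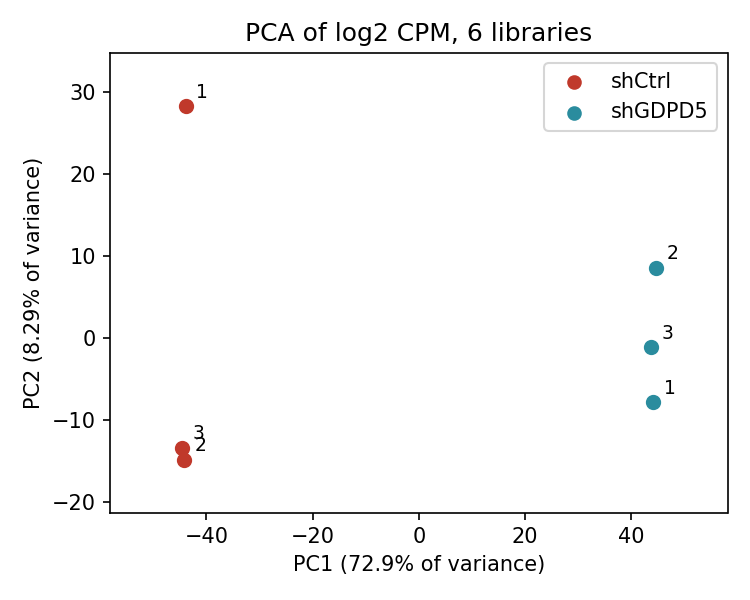
Principal component analysis of TMM-normalized log2 CPM, with each library's position on PC1 (x axis, 72.9% of variance) and PC2 (y axis, 8.29% of variance). Points are single libraries numbered by replicate, red for shCtrl and blue for shGDPD5, and the groups lie on opposite sides of PC1.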

PCA showed clear separation between the two groups. GDPD5 deficiency led to the upregulation of 256 genes and downregulation of 250 genes compared to controls (Fig. 3A). 

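GDPD5 mRNA (ENSG00000158555) was lower in every shGDPD5 library than in every shCtrl library. Its normalized CPM was 8.33, 11.6 and 9.75 in the shCtrl libraries and 5.44, 5.55 and 5.19 in the shGDPD5 libraries, so that 54.5% of the control level was left. This is a log2 fold change of -0.88 (standard error 0.14, adjusted p = 0.000117 from edgeR), and the gene had 92 to 206 counts per library. Across the transcriptome, 4971 genes were higher and 5035 were lower in the shGDPD5 libraries at an adjusted p under 0.05 from edgeR, and 8012 of these 10006 genes changed by less than 1 on the log2 scale. At an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, 902 genes were higher and 1105 were lower.
Among the genes that the paper studies, CD55 (ENSG00000196352), which encodes a complement decay-accelerating factor and lies on chromosome 1 from 207321376 to 207386804 in GENCODE release 29 on GRCh38, fell from 140.5 ± 9.64 CPM (SD, n = 3 libraries) to 55.5 ± 2.22 (SD, n = 3), a log2 fold change of -1.34 (standard error 0.06, adjusted p = 2.24e-09 from edgeR). EGFR (ENSG00000146648), the receptor tyrosine kinase gene on chromosome 7 from 55019021 to 55211628 in that annotation, fell from 181.7 ± 8.18 CPM (SD, n = 3) to 116.9 ± 1.67 (SD, n = 3), a log2 fold change of -0.64 (standard error 0.05, adjusted p = 2.38e-07 from edgeR). The transcript of FASN, the fatty acid synthase, had a log2 fold change of 0.51 (adjusted p = 0.000501), and that of PNPLA2, which encodes the lipase ATGL, one of 0.60 (adjusted p = 0.000835), both from edgeR, although neither passed with a per-gene test on log2(CPM + 1) (adjusted p = 0.056 and 0.0596). Of genes known to be activated by p53, CDKN1A (p21), MDM2 and BAX rose with log2 fold changes of 0.48, 0.59 and 0.50, while BBC3 (PUMA) had 0.03 (adjusted p = 0.818 from edgeR) and was -0.09 without shCtrl replicate 1.
The lipid genes moved in both directions. ACLY, which makes cytosolic acetyl-CoA, and CPT1A, which admits fatty acids to mitochondria, rose by 0.63 and 0.56 on the log2 scale, whereas SREBF1, a regulator of lipid synthesis, DGAT2, an enzyme of triglyceride synthesis, and PPARG, a nuclear receptor, had log2 fold changes of -0.32, -0.87 and -1.33. CD36, with 0 to 6 counts per library, was not tested. The proliferation genes MKI67 (Ki67) and FOXM1 rose by 1.45 and 1.63 on the log2 scale, and USP22 by 0.31. FOXM1 and SREBF1 overlap genes on the other strand.
The genes with the largest decreases by the rule fixed for naming genes were LCN2, a siderophore-binding secreted protein, with a log2 fold change of -7.05, TNFRSF6B, a decoy receptor, with -7.03, KLHDC7B with -5.42, the neuropilin gene NRP1 with -4.45, the hexokinase-domain gene HKDC1 with -4.33, SPX with -4.32, DYSF with -3.96 and the calcium channel gene TRPV6 with -3.81. LCN2 fell from 105.1 ± 5.21 CPM to 0.786 ± 0.081 (SD, n = 3 each). TNFRSF6B shares its strand with the annotated read-through gene RTEL1-TNFRSF6B, so its reads may be split. By the same rule, the largest increases were those of MAP1A (2.91), PCLAF (2.83), DOK3 (2.35), the Wnt antagonist DKK1 (2.32), CDC45 (2.31), PALM3 (2.30), E2F2 (2.28) and ORC1 (2.24). Of these, PCLAF, CDC45, E2F2 and ORC1 act in DNA replication or its control.
The number of genes at the unadjusted threshold was 1706 higher and 1864 lower without a filter on low counts, and 415 and 634 with a per-gene test on log2(CPM + 1), the kind of test the study states, with folds of mean CPM + 1. With that test and the edgeR folds the counts were 849 and 1073, so most of the lowering came with the folds of mean CPM + 1. Those folds differ from the edgeR folds in being ratios of means and in the added 1, which the paper's methods do not give. The effects of these differences were not separated.

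**Figure D2:**
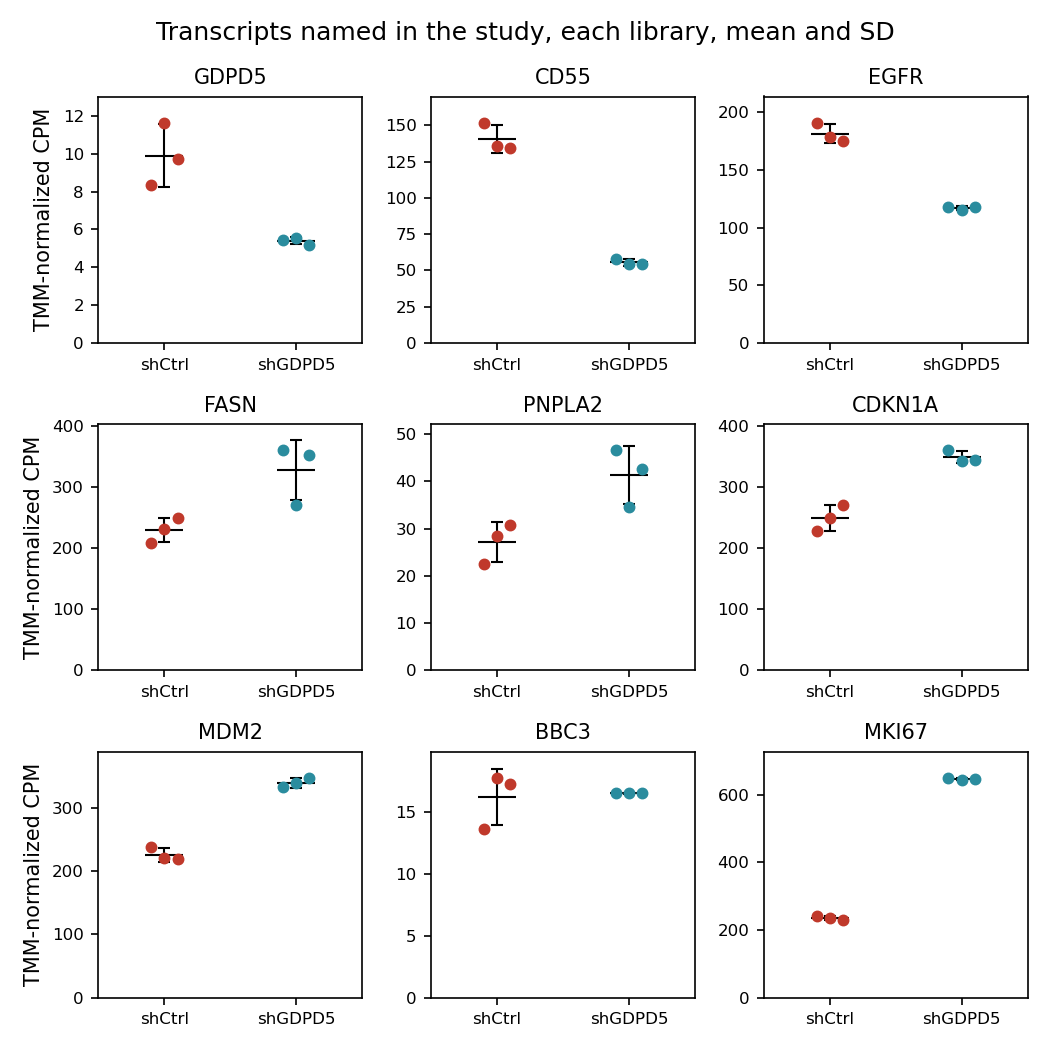
TMM-normalized CPM (y axes, each starting at 0) of 9 transcripts named in the study, in 3 shCtrl (red) and 3 shGDPD5 (blue) libraries. Points are libraries, and the black marks are the mean and SD. GDPD5, CD55 and EGFR lie lower in every shGDPD5 library and MKI67 higher, while BBC3 overlaps between the groups.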

KEGG enrichment analysis of these DEGs revealed significant enrichment in the p53 signaling pathway (Fig. 3B). Moreover, previous studies have substantiated the regulatory role of the p53 pathway in modulating ATGL and FASN expression. 

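Genes of the p53 signaling pathway moved both ways in the shGDPD5 libraries. Of 68 tested members of the pathway, 33 were higher and 22 were lower at an adjusted p under 0.05 from edgeR, and 33 and 23 when adjusted over the list alone. The study showed this pathway from these libraries, so its count is not independent evidence. At the study's thresholds 14 members changed. The 9 that rose were GTSE1, CCNE2, DDB2, RRM2, PIDD1, CCND3, CDK2, SESN1 and CHEK1, with log2 fold changes from 1.04 to 1.89, and the 5 that fell, with -1.13 to -4.34, included GADD45B, GADD45A, SESN2 and IGFBP3 (IGFBP3 and the other members outside the naming rule were listed after their values were seen). GTSE1, CCNE2, RRM2, CCND3, CDK2 and CHEK1, which act in the cell cycle or its checkpoints, are also in the lists of cell cycle genes used here, as are GADD45A and GADD45B. Only 5 of the 14, namely DDB2, PIDD1, SESN1, GADD45A and SESN2, are in the list of genes that p53 activates directly.
The 14 genes were more than chance among the tested genes (one-sided Fisher's exact test, odds ratio 1.91, p = 0.0289, adjusted p = 0.0318 over the 11 lists that Fig. 3B shows). The adjusted p was 0.0863 without shCtrl replicate 3, 0.0563 without shGDPD5 replicate 3, 0.0143 for the higher genes alone and 1 for the lower genes alone. It was lower with a fold over 1.5 or under 0.5 (0.0041), with no filter on low counts (0.00298), with at least 10 counts in every library (0.00715) and with the per-gene test on log2(CPM + 1) with folds of mean CPM + 1 (0.000362, odds ratio 3.57). As a set, the members had a median log2 fold change of 0.12 (0.19 without shCtrl replicate 1), with no direction relative to other genes past the test (camera, adjusted p = 0.165 with a preset correlation of 0.01). The test fry, which does not compare a set with other genes, gave an adjusted p of 1.58e-05 in the higher direction.
Of 71 tested genes that p53 activates directly, 34 were higher and 25 were lower (34 and 25 when adjusted over the list alone). At the study's thresholds 9 of these 71 genes changed (one-sided Fisher's exact test, odds ratio 1.07, unadjusted p = 0.482). The median log2 fold change of the 71 genes was 0.12, or 0.078 without shGDPD5 replicate 2 (camera, adjusted p = 0.281). The 4 with the smallest p were the damage-response gene GADD45A (-1.30), the stress sensor SESN2 (-1.55), and the polymerase gene POLH (1.18), given as log2 fold changes, and the repair gene DDB2 (3.02-fold higher), and POLH overlaps GTPBP2 on the other strand. Of 49 tested regulators of apoptosis, 18 were higher and 22 were lower (18 and 23 when adjusted over the list alone), led by DDIT3 (-2.25), PARP1 (1.09), GADD45A and BIRC5 (1.13), and their camera adjusted p was 0.429. From the enrichment of its differentially expressed genes, the paper states that the p53 signaling pathway was enriched (Fig. 3B).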

Knockdown of p53 mediates lipid accumulation and reduced radiosensitivity (Fig. S4). WB, Oil Red O staining, and BODIPY fluorescence staining revealed that the reduction in lipid accumulation, induced by GDPD5 knockdown in radioresistant cell lines, was completely reversed by simultaneous p53 knockdown (Fig. 3C–I). Furthermore, clonogenic survival assays and flow cytometric analysis of apoptosis corroborated that the enhanced radiosensitizing effect, resulting from GDPD5 knockdown, was also negated by p53 knockdown (Fig. 3J–M). Collectively, these functional rescue assays demonstrate that GDPD5 modulates lipid accumulation and radiosensitivity in rectal cancer via a p53-dependent pathway.

**Fig. 3:**
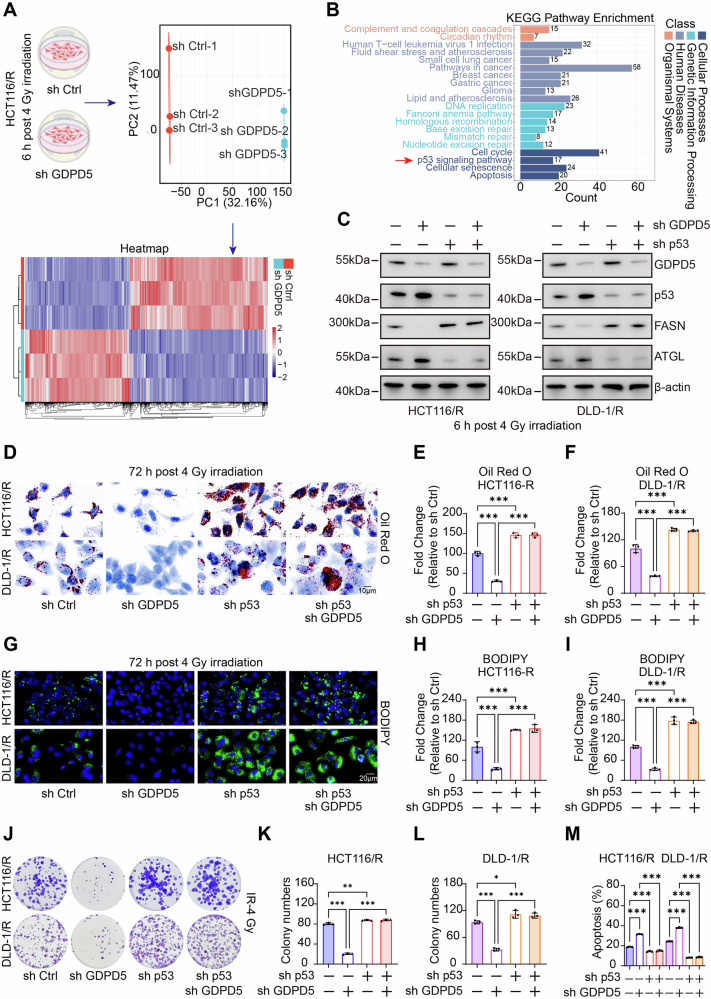
GDPD5 modulates lipid accumulation and radiosensitivity via the p53 signaling pathway. **A** PCA and Heatmap illustrating differentially expressed genes from RNA-seq analysis comparing control and GDPD5-knockdown HCT116 radioresistant cells. **B** KEGG pathway enrichment analysis of differentially expressed genes from RNA-seq in control versus GDPD5-knockdown HCT116 radioresistant cells. **C** WB analysis of GDPD5, p53, FASN, and ATGL protein levels across different groups in radioresistant cells. **D–F** Oil Red O staining (Scale bar=10 μm) and quantification of neutral lipids across groups. **G–I** BODIPY staining (Scale bar=20 μm) and quantification of neutral lipids across groups. **J–L** Clonogenic assays following irradiation (IR-4 Gy) and statistical analysis across groups. **M** Flow cytometry-based apoptosis detection and statistical analysis following irradiation (IR-4 Gy) across groups. NS not significant, **p < 0.01; ***p < 0.001.

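For DNA replication, the cell cycle and repair, the gene lists used here that Fig. 3B shows held mostly higher genes. Of the others, apart from the p53 pathway and apoptosis, the circadian rhythm list held mostly lower genes. The complement list held more lower than higher genes, and 15 of its 35 tested members did not pass an adjusted p of 0.05 from edgeR. With camera and an estimated correlation, the repair, circadian and complement lists did not pass. The study showed these lists from the same libraries, so their direction is not independent evidence. Of 35 tested DNA replication genes, 30 were higher and 3 lower at an adjusted p under 0.05 from edgeR (the same 30 and 3 when adjusted over the list alone), with a median log2 fold change of 1.20. PCNA, the sliding clamp of the replication fork, FEN1, a flap endonuclease gene, the polymerase gene POLE and the helicase gene MCM4 rose by 1.86, 1.75, 1.66 and 1.52 on the log2 scale. FEN1 overlaps FADS2 and TMEM258, so its reads may be mixed with theirs. Of 117 tested cell cycle genes, 79 were higher and 21 lower (79 and 25 when adjusted over the list alone), with a median of 0.38, led by PCNA, MCM4, ESPL1 (1.79) and MCM7 (1.61). Of 51 tested genes of the Fanconi anemia pathway, 34 were higher and 8 lower (34 and 8 when adjusted over the list alone), with FANCI at 1.67, FANCD2 at 1.71, FANCA at 1.79 and BRIP1 at 1.75.
The repair lists held mostly higher genes as well. The adjusted p with an estimated correlation was 0.0501 for homologous recombination, 0.0594 each for mismatch and nucleotide excision repair and 0.212 for base excision repair. Homologous recombination genes counted 26 higher and 4 lower of 38 (26 and 4 when adjusted over the list alone), led by TOPBP1 (1.17), BRIP1, XRCC2 (1.30) and RAD54L (1.73). Base excision repair genes counted 21 and 5 of 32 (21 and 5 when adjusted over the list alone), led by PCNA, FEN1, POLE and HMGB1 (1.29), a gene with many pseudogenes whose reads are uncertain. Mismatch repair genes counted 16 and 5 of 22 (16 and 5 when adjusted over the list alone), with PCNA, LIG1 (2.01), EXO1 (1.73) and RFC5 (1.20) first. Nucleotide excision repair genes counted 25 and 8 of 43 (25 and 9 when adjusted over the list alone), led by PCNA, POLE, LIG1 and RFC5.
Of 20 tested circadian genes, 2 were higher and 13 lower (3 and 13 when adjusted over the list alone), with a median of -0.76 (adjusted p = 0.0614 with an estimated correlation). NFIL3, BHLHE40, NR1D1 and PER2, all regulators of the clock, had log2 fold changes of -1.72, -1.63, -1.02 and -1.02. Of 35 tested complement and coagulation genes, 3 were higher and 17 lower (3 and 17 when adjusted over the list alone), with a median of -0.39 (adjusted p = 0.0594 with an estimated correlation), and PLAU, the urokinase gene, had -2.92, CD55 -1.34 and CLU 1.48.
With camera at the preset correlation, all 9 of these lists passed an adjusted p of 0.05, from 1.14e-09 for DNA replication to 0.00218 for mismatch repair. At that setting 11 to 21 of the 33 lists passed in splits of the 6 libraries that mix the groups, against 22 in the real one. Those splits are uneven mixtures that keep part of the difference between the groups. They therefore cannot show how often a list passes at that setting without a difference. With an estimated correlation, DNA replication (adjusted p = 0.0201), cell cycle (0.0457) and the Fanconi anemia pathway (0.0457) still passed, and the other 6 did not.

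**Figure D3:**
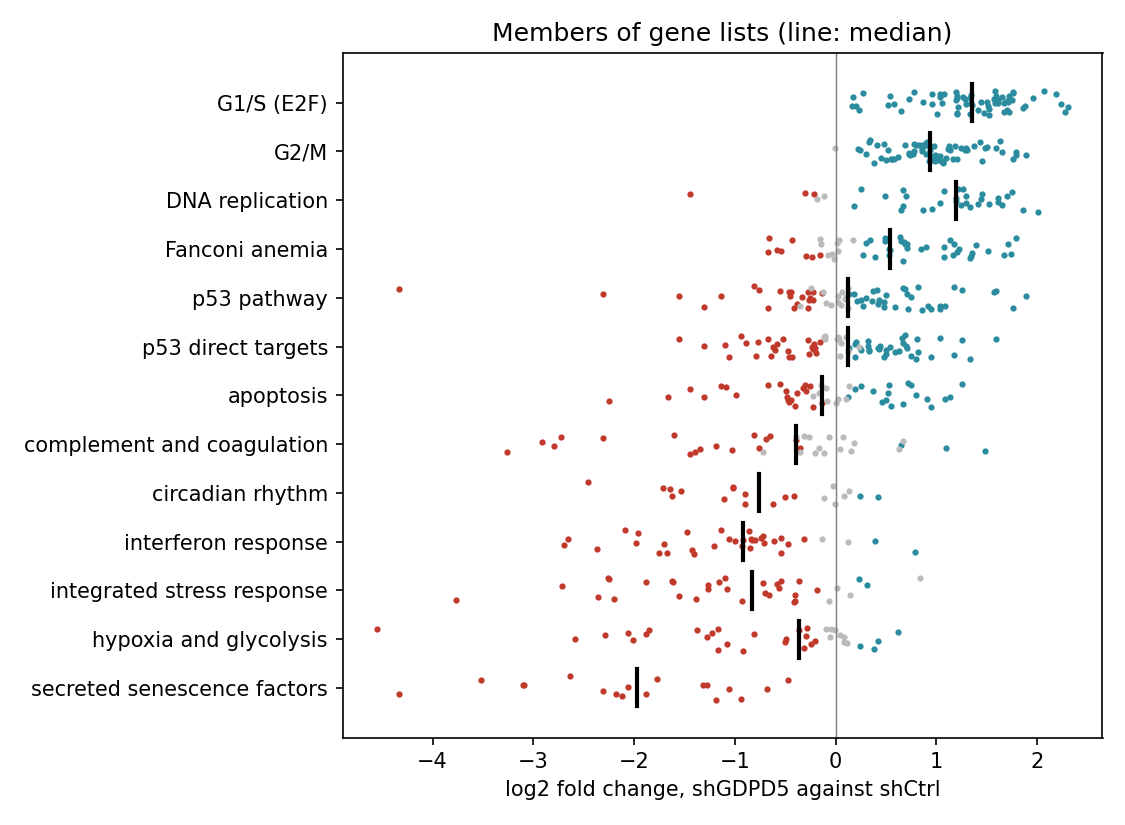
Log2 fold change, shGDPD5 against shCtrl (x axis), of the tested members of 13 gene lists (y axis). Points are genes, blue where higher and red where lower at an adjusted p under 0.05 and grey where not, and the black line is the median. The members of the G1/S list all lie above 0, and those of the p53 lists lie on both sides.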

### The interaction complex of GDPD5, CD55, and EGFR

Previous research has demonstrated that p53, a pivotal effector molecule involved in the regulation of radiosensitivity, is modulated by the nuclear translocation of EGFR. In the present study, IF assays indicated an enhanced nuclear localization of EGFR in radioresistant cell lines compared to their parental counterparts, with a marked reduction in this localization following GDPD5 knockdown (Fig. 4A, S6). This observation led us to hypothesize that GDPD5 may influence p53-dependent radiosensitivity through the regulation of EGFR. However, Co-IP assays revealed no direct interaction between GDPD5 and EGFR (Fig. 4B–E). To further investigate this indirect regulatory mechanism, we conducted Co-IP coupled with mass spectrometry for both GDPD5 and EGFR to identify common interacting proteins. Bioinformatics intersection analysis identified CD55 as a potential interactor with both proteins (Fig. 4F). Subsequent Co-IP and IF co-localization assays confirmed that CD55 specifically interacts with both GDPD5 and EGFR (Fig. 4G–R). These findings collectively demonstrate that GDPD5, CD55, and EGFR form an interaction complex.

**Fig. 4:**
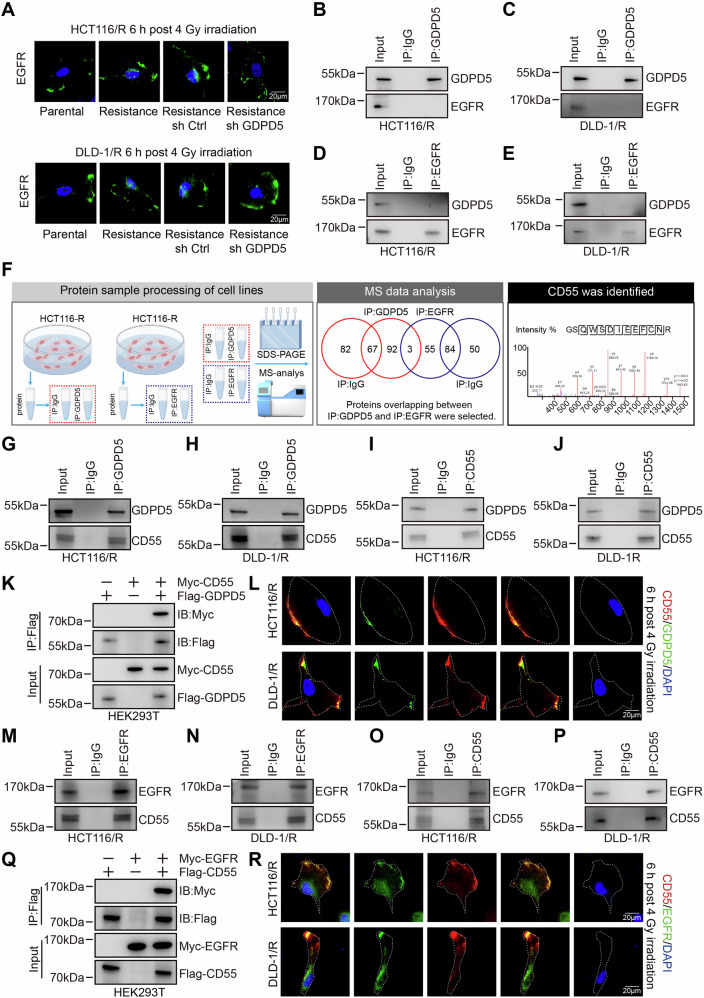
Protein interactions among GDPD5, CD55, and EGFR. **A** IF analysis was conducted to examine the distribution of EGFR across different groups (Scale bar = 20 μm). **B–E** Co-IP analysis was performed using antibodies against GDPD5 and EGFR in radioresistant cells. **F** A schematic representation of the mass spectrometry analysis is provided, following Co-IP using GDPD5 or EGFR as baits in HCT116 radioresistant cells, with subsequent identification of intersecting interacting proteins. **G–J** Co-IP analysis was conducted using antibodies against GDPD5 and CD55 in radioresistant cells. **K** Co-IP analysis of GDPD5-CD55 interactions was performed in HEK293T cells, utilizing an anti-Flag antibody for Flag-GDPD5 and an anti-Myc antibody for Myc-CD55. **L** IF analysis was conducted to assess the co-localization of GDPD5 and CD55 in radioresistant cells (Scale bar = 20 μm). **M–P** Co-IP analysis was performed using antibodies against EGFR and CD55 in radioresistant cells. **Q** Co-IP analysis of EGFR-CD55 interactions was conducted in HEK293T cells, employing an anti-Flag antibody for Flag-CD55 and an anti-Myc antibody for Myc-EGFR. **R** IF analysis was conducted to evaluate the co-localization of EGFR and CD55 in radioresistant cells (Scale bar = 20 μm).

### CD55-mediated competitive binding of GDPD5 and EGFR regulates EGFR nuclear translocation

To elucidate the regulatory mechanism underlying the GDPD5-CD55-EGFR interaction complex, molecular docking simulations have demonstrated that the LYS-161 and GLN-212 sites of CD55 are capable of binding both GDPD5 and EGFR. This finding suggests the potential for competitive binding of CD55 between these two proteins (Fig. 5A, B). In radioresistant cell lines, alterations in GDPD5 expression levels, in conjunction with Co-IP assays, have confirmed that the binding affinity between CD55 and EGFR is contingent upon GDPD5 expression levels (Fig. 5C, D). This competitive binding model has been further substantiated by in vitro IP assays (Fig. 5E, F). To assess the functional implications of this interaction on EGFR subcellular localization, WB and IF analyses have shown that GDPD5 knockdown results in the suppression of EGFR nuclear translocation. Notably, simultaneous knockdown of CD55 under these conditions partially mitigates this suppression of EGFR nuclear translocation (Fig. 5G–I). The evidence suggests that CD55, functioning as a membrane-anchored protein, sequesters EGFR at the plasma membrane through direct binding, thereby inhibiting its translocation to the nucleus. In contrast, the interaction of GDPD5 with CD55 facilitates the nuclear translocation of EGFR.

**Fig. 5:**
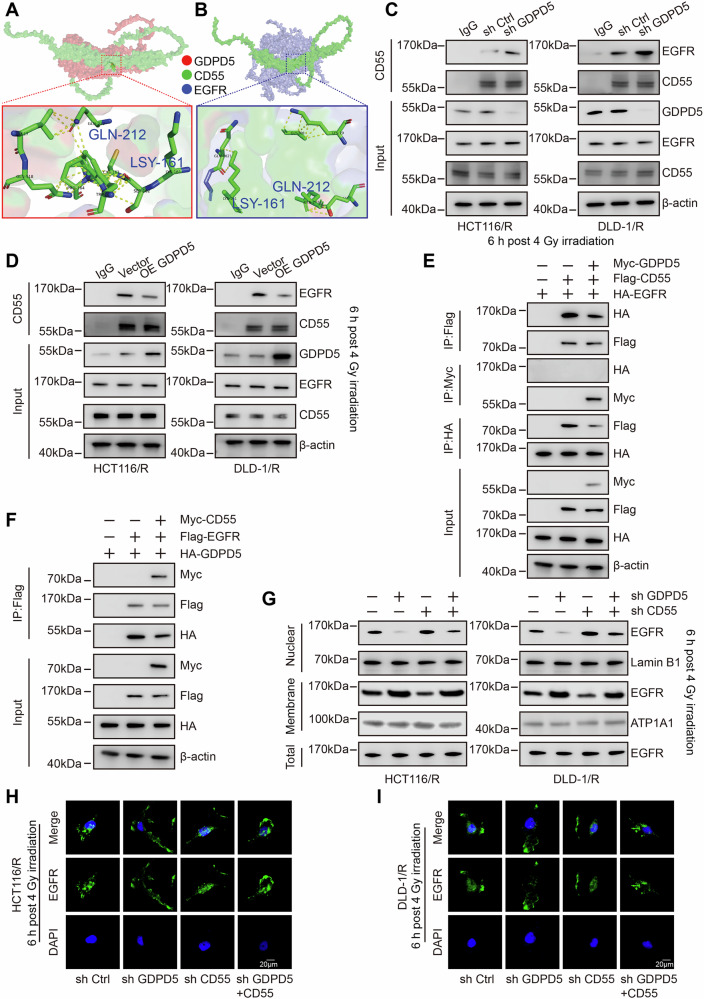
CD55 facilitates competitive binding between GDPD5 and EGFR, thereby influencing the nuclear translocation of EGFR. **A** Molecular docking model illustrating the interaction between GDPD5 and CD55. **B** Molecular docking model depicting the interaction between EGFR and CD55. **C**, **D** Co-IP using a CD55 antibody to assess the binding levels of EGFR and CD55 in cells with GDPD5 knockdown (**C**) and in cells overexpressing GDPD5 (**D**) that exhibit radioresistance. **E** Co-IP analysis of GDPD5-CD55-EGFR interactions in HEK293T cells, utilizing an anti-Myc antibody for Myc-tagged GDPD5, an anti-Flag antibody for Flag-tagged CD55, and an anti-HA antibody for HA-tagged EGFR. **F** Co-IP analysis of EGFR interactions in HEK293T cells, employing an anti-HA antibody for HA-tagged GDPD5, an anti-Myc antibody for Myc-tagged CD55, and an anti-Flag antibody for Flag-tagged EGFR. **G** Western blot analysis detecting nuclear, membrane, and total EGFR levels across different groups in radioresistant cells. **H**, **I** IF detection of EGFR distribution in radioresistant cells (Scale bar = 20 μm).

### GDPD5 modulates lipid accumulation and radiosensitivity via a CD55-dependent mechanism

To elucidate the regulatory function of the GDPD5-CD55 interaction complex on lipid accumulation and radiosensitivity, we first confirmed CD55-specific functional phenotypes using two distinct shRNAs (Fig. S5A), with full phenotypic rescue by shRNA-resistant CD55 constructs establishing target specificity (Fig. S5G–K). We then conducted functional rescue experiments by silencing CD55 in GDPD5-knockdown radioresistant cell lines. Our findings demonstrated that the increased radiosensitivity resulting from GDPD5 knockdown was reversed upon simultaneous CD55 knockdown (Fig. 6A–E). Concurrently, the decrease in lipid accumulation associated with GDPD5 deficiency was also mitigated by CD55 knockdown (Fig. 6F–L). In vivo subcutaneous xenograft tumor models further corroborated that the radiosensitizing effects induced by GDPD5 knockdown, evidenced by suppressed tumor growth, a reduced Ki67-positive rate, and diminished lipid accumulation—were effectively counteracted by CD55 knockdown (Fig. 6M–R). Collectively, these findings suggest that GDPD5 modulates lipid metabolism and radiosensitivity in rectal cancer through a CD55-dependent pathway.

**Fig. 6:**
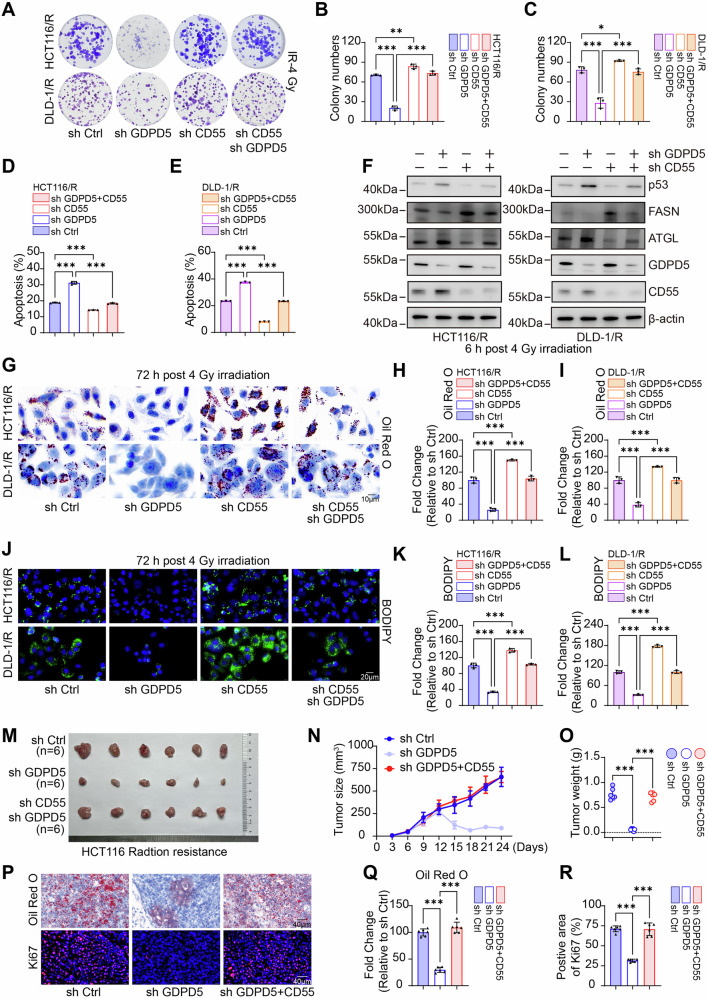
The regulation of lipid accumulation and radiosensitivity by GDPD5 is contingent upon CD55. **A–C** Clonogenic assays were conducted using IR at a dose of 4 Gy, with statistical analyses performed across different groups of radioresistant cells. **D, E** Flow cytometry was utilized for apoptosis detection following IR exposure (4 Gy), accompanied by statistical evaluations across groups. **F** WB analysis was employed to detect the expression levels of GDPD5, CD55, p53, FASN, and ATGL across the various groups. **G–I** Oil Red O staining was performed to visualize neutral lipids (Scale bar = 10 μm), and statistical analyses were conducted across groups. **J–L** BODIPY staining was similarly executed (Scale bar = 20 μm), and neutral lipid quantification was assessed across groups. **M** Gross tumor images were obtained from control, GDPD5-knockdown, and GDPD5/CD55 dual-knockdown HCT116 radioresistant cells (*n* = 6 per group). **N** Tumor growth curves were plotted for the different groups (*n* = 6 per group, *P* (sh Ctrl vs sh GDPD5, 24 days) <0.001, Cohen’s d (sh Ctrl vs sh GDPD5, 24 days) =7.33, *P* (sh GDPD5 + CD55 vs sh GDPD5, 24 days) <0.001, Cohen’s d (sh GDPD5 + CD55 vs sh GDPD5, 24 days) =12.22). **O** Tumor weight measurements were statistically analyzed across groups (*n* = 6 per group, Cohen’s d (sh Ctrl vs sh GDPD5) = 8.79, Cohen’s d (sh GDPD5 + CD55 vs sh GDPD5) = 10.45). **P–R** Oil Red O staining (*n* = 6 per group, Cohen’s d (sh Ctrl vs sh GDPD5) = 11.99, Cohen’s d (sh GDPD5 + CD55 vs sh GDPD5) = 10.20) and Ki67 IF detection were conducted (*n* = 6 per group, Cohen’s d (sh Ctrl vs sh GDPD5) = 13.63, Cohen’s d (sh GDPD5 + CD55 vs sh GDPD5) = 6.90), and statistical analyses were performed across groups (Scale bar = 40 μm). NS indicates non-significance, **p < 0.01; ***p < 0.001.

### Clinical significance of the GDPD5-CD55-EGFR competitive binding axis and integrated mechanism

To ascertain the clinical significance of the GDPD5-CD55-EGFR competitive binding axis, immunohistochemical analyses were conducted on patient tissue samples. The findings indicated that patients who responded favorably to radiotherapy exhibited low levels of GDPD5 expression, elevated CD55 expression, and decreased nuclear localization of EGFR (Fig. 7A–D). Subsequent correlation analysis revealed a positive association between the number of EGFR nuclear-positive cells and GDPD5 expression, alongside a negative association with CD55 expression (Fig. 7E, F). Furthermore, these findings were statistically significant in both p53 wild-type and mutant patient tissue samples (Fig. S7). Utilizing these results, isogenic patient tissues were employed to develop patient-derived organoid (PDO) models with high GDPD5 expression, low CD55 expression, high EGFR nuclear localization and low GDPD5 expression, high CD55 expression, low EGFR nuclear localization (Fig. S8A). The GDPD5-high PDO group displayed enhanced radioresistance, as demonstrated by significantly increased post-irradiation organoid budding rate and area, elevated IC50, and extended half-maximal proliferation time (Fig. 7G, H, S8B–E).

**Fig. 7:**
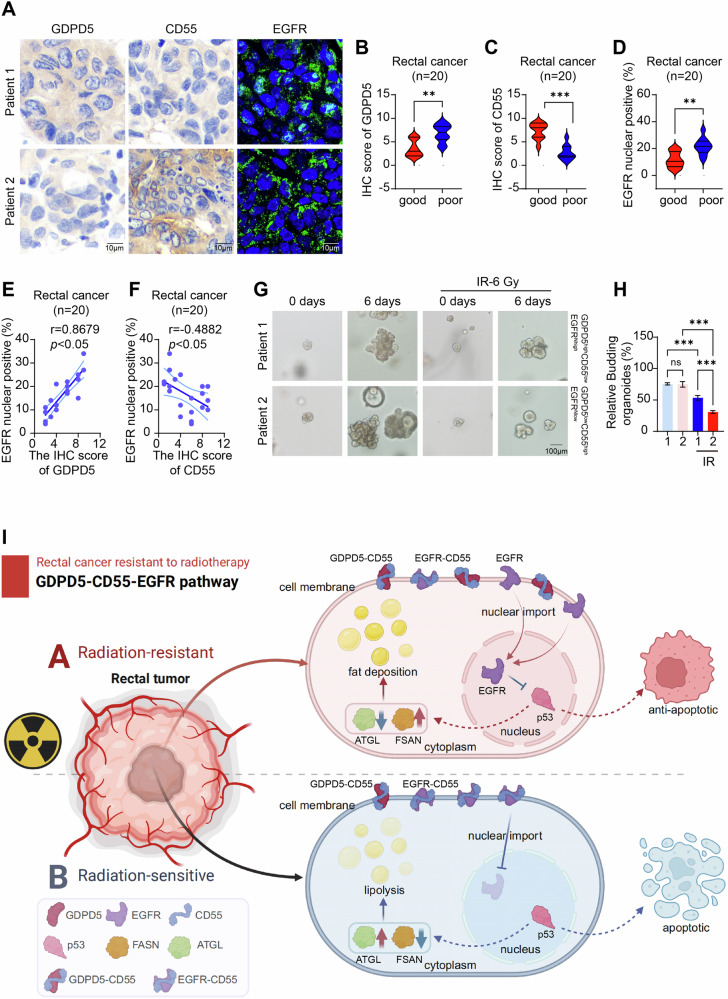
Clinical significance of the GDPD5-CD55-EGFR axis in rectal cancer. **A** Immunohistochemical analysis of GDPD5, CD55, and EGFR expression in rectal cancer tissue samples (*n* = 20), accompanied by IHC scoring (**B–D**). **E**, **F** Correlation analysis of the IHC findings. **G** Representative images depicting tumor organoid models comparing sham and IR-6 Gy treatment groups. **H** Statistical analysis of the organoid response to radiation. **I** Graphical abstract illustrating the mechanism by which GDPD5 competitively binds to CD55 and EGFR, facilitating EGFR nuclear translocation, leading to the suppression of p53 and the promotion of radioresistance and lipid accumulation. NS denotes non-significance, **p < 0.01; ***p < 0.001.

In conclusion, this study introduces a mechanistic model in which GDPD5 regulates the nuclear translocation of EGFR by competitively binding to the membrane-anchored protein CD55, thereby affecting p53-mediated lipid metabolic reprogramming and radiosensitivity. The findings underscore the pivotal role of the GDPD5-CD55-EGFR competitive binding axis in promoting radioresistance in rectal cancer and offer a theoretical basis for developing targeted therapeutic interventions (Fig. 7I).

## Discussion

Radiotherapy is a fundamental therapeutic approach for different stages of rectal cancer. However, its effectiveness is often limited by the radioresistance of tumor cells. This study elucidates the molecular mechanism by which the GDPD5-CD55-EGFR competitive binding complex influences p53-associated lipid accumulation and simultaneously promotes radioresistance through the regulation of EGFR nuclear translocation. The concurrent occurrence of lipid accumulation within tumor tissue and radioresistance is frequently documented. However, the underlying causal relationship remains inadequately elucidated. Clinical observations indicate elevated expression of CPT1A, a critical enzyme in fatty acid oxidation, in radioresistant nasopharyngeal carcinoma and pancreatic cancer tissues [21], accompanied by significantly reduced serum levels of high-density lipoprotein cholesterol [22, 23]. Multi-omics analyses further reveal aberrant accumulation of membrane phospholipids and arachidonic acid precursors, along with persistently increased lipid droplet content within radioresistant tumors. Notably, FASN overexpression is associated with enhanced DNA repair capacity in radioresistant cells [24], while cholesterol accumulation is observed concurrently with Wnt pathway activation [23]. Our findings also suggest that patients with rectal cancer who exhibit no response to radiotherapy demonstrate significantly increased intratumoral lipid content compared to responders. Furthermore, a lipid accumulation phenotype is consistently observed in both radioresistant cell lines and subcutaneous xenograft models. Furthermore, it was discovered in cellular models that lipid content influences radiosensitivity. The findings of this study indicate that GDPD5-CD55-EGFR-p53 axis functions as a higher-order regulatory mechanism. The knockdown of GDPD5 concurrently mitigates lipid accumulation, reinstates p53-dependent apoptotic processes, and impedes the nuclear translocation of EGFR, thereby collectively counteracting radioresistance. Consequently, although lipid accumulation is a requisite element, GDPD5 acts as the principal orchestrator of this phenotype.

Subsequent investigations indicate that this process may be modulated by GDPD5. Prior research has demonstrated the tumor-promoting role of GDPD5 in solid tumors, with significant overexpression observed in colorectal cancer tissues. In these tissues, GDPD5 facilitates metastasis and induces resistance to 5-FU by promoting epithelial-mesenchymal transition [10]. In breast cancer, GDPD5 enhances tumor cell migration through the hydrolysis of glycerophosphocholine (GPC) [25]. Although its potential to induce differentiation has been documented in neuroblastoma [26], GDPD5 is located within the frequently deleted chromosomal region 11q13 [27]. This deletion is directly associated with poor prognosis in advanced-stage neuroblastoma, implying that the tumor-suppressive function of GDPD5 may be context-dependent. Importantly, the oncogenic mechanisms of GDPD5 closely align with its role in transmembrane signaling regulation. As a glycosylphosphatidylinositol (GPI)-anchored hydrolase, the loss of its membrane localization results in a decreased release of GPI-anchored proteins [28]. In contrast, the overexpression of GDPD5 in colorectal cancer may activate oncogenic pathways, exemplified by the GDPD5-CD55-EGFR competitive binding complex identified in this study, potentially through the stabilization of membrane-localized complexes [10]. This reliance on membrane localization is apparent in both its hydrolytic activity towards GPC and its role in the regulation of lipid metabolism [25]. Taken together, the aforementioned evidence offers a mechanistic explanation for GDPD5’s involvement in modulating radioresistance and lipid accumulation in rectal cancer.

This study elucidates that the regulation of GDPD5 is contingent upon the p53 signaling pathway. Serving as a pivotal node in metabolic regulation, the functional inhibition of p53 results in a significant lipid accumulation phenotype [29]. p53 facilitates transcriptional activation by binding to the ATGL promoter. Consequently, the absence or functional inhibition of p53 leads to impaired triglyceride hydrolysis [16]. Additionally, the USP22-FASN axis remains constitutively active in p53-deficient cells, promoting excessive lipid accumulation and tumor progression [17]. Beyond ATGL and FASN, p53 deficiency may also augment the expression of lipogenic genes through the derepression of SREBP-1c and suppress lipolytic pathways by downregulating ADRB3, further intensifying lipid accumulation [29, 30]. Importantly, p53-mediated metabolic reprogramming demonstrates considerable tissue and stress specificity [29]. In the context of radioresistance, this reprogramming, potentially through alterations in lipid metabolic phenotypes, may affect DNA damage repair efficiency and cell survival [31]. Moreover, as a fundamental regulator of radiosensitivity, the functional status of p53 directly influences tumor response to radiotherapy. Patients with bladder cancer and head and neck squamous cell carcinoma that retain functional p53 exhibit significantly improved complete response rates to radiotherapy [32]. The underlying mechanism entails the protein p53 coordinating the cellular response to radiation via a bifurcated program. Initially, it activates the p21-mediated G1/S phase arrest, thereby providing an opportunity for DNA repair. Subsequently, it triggers the PUMA/BAX-dependent apoptotic pathway to eliminate cells with irreparable damage. [33, 34]. When p53 function is compromised, tumor cells not only lose their ability to undergo radiation-induced apoptosis but also experience dysregulation of the G2/M checkpoint, resulting in a marked increase in clonogenic survival [35]. Collectively, these insights provide the theoretical basis for the findings in this study, which demonstrate that GDPD5, acting through the p53 pathway, regulates lipid accumulation and radioresistance in rectal cancer.

TP53 mutations are present in 50–70% of colorectal cancers and primarily consist of missense mutations, truncating mutations (nonsense and frameshift), and less frequently, splice site and regulatory region mutations [36, 37]. Missense mutations are the most prevalent and may retain partial functions, such as phosphorylation and pro-apoptotic activity, as well as “gain-of-function” properties [38, 39]. In contrast, truncating mutations and splice site mutations typically result in a complete loss of function [40–42]. Regulatory region mutations result in downregulation of p53 function [36]. This study demonstrates that the GDPD5-CD55-EGFR axis operates in a p53-context-dependent manner. In cells with wild-type p53, this axis fully regulates lipid metabolism and radiosensitivity through p53. In models with missense mutations, silencing GDPD5 continues to suppress lipid accumulation and enhance radiosensitivity, effects that can be reversed by co-knockdown of CD55, thereby confirming the core functionality of the axis with partially active p53. However, in models with truncating and splice site mutations, the axis is anticipated to be ineffective, as changes in lipid accumulation and radiosensitivity are contingent upon p53 functionality. Future research should undertake a systematic comparison of responses across various mutation types, namely missense, truncating, splice site, and regulatory mutations, within isogenic backgrounds. Additionally, efforts should be directed towards the development of p53 phosphorylation enhancers specifically for missense mutants, as well as the design of combination therapies that operate independently of p53 for truncating or null mutations.

In radioresistant models, the modulation of p53 activity is influenced by the process of EGFR nuclear translocation, which constitutes a critical mechanism underlying tumor radioresistance. Upon exposure to IR, EGFR is transported retrogradely via the Golgi-endoplasmic reticulum pathway and subsequently translocated through the nuclear pore complex, facilitated by the coordinated actions of the Sec61 translocon and importin β1 [43]. Clinical studies indicate that EGFR nuclear translocation in rectal cancer patients following radiotherapy is significantly associated with an elevated risk of local recurrence [44]. Once translocated to the nucleus, EGFR suppresses p53 transcriptional activity by promoting the formation of a complex with DNA-PKcs, thereby inhibiting its pro-apoptotic function [18]. This interaction is contingent upon EGFR-mediated enhancement of DNA-PKcs binding and results in the attenuation of p53 stability by preventing phosphorylation at its Ser15 residue [18]. Moreover, research has demonstrated that the Wnt/EGFR pathway activates EGFR signaling through rhomboid, which subsequently suppresses the Chk2/p53-dependent DNA damage response pathway to IR, thereby reducing apoptosis [45]. Importantly, EGFR inhibitors have been shown to restore p53 activity [18]. Our study identifies an increase in EGFR nuclear translocation in radioresistant rectal cancer models. Significantly, GDPD5 was observed to affect this EGFR nuclear translocation, a finding corroborated by analyses of patient-derived tissues. Consequently, we propose that GDPD5 may modulate the p53 pathway by regulating EGFR nuclear translocation.

We have determined that there is no direct binding relationship between GDPD5 and EGFR. CD55, which functions as a GPI-anchored membrane glycoprotein, exerts its non-canonical tumor-suppressive effects through molecular scaffolding facilitated by its short consensus repeat (SCR) domains. These domains are crucial for maintaining the homeostasis of key receptors within lipid raft microdomains. Previous research has shown that CD55 negatively regulates oncogenic pathways via its SCR domains, binding to CD97 suppresses excessive JAK/STAT3 activation, while interaction with the LIME/ROR2 complex limits LCK/JNK signaling intensity [46–48]. These mechanisms are implicated in the dysregulation of DNA repair associated with radioresistance. In this study, we identify residues LYS-161 and GLN-212 within CD55 as the specific binding sites for EGFR. The competitive occupancy of this site by GDPD5 disrupts the CD55-EGFR interaction and promotes the nuclear translocation of EGFR. This process consequently inhibits the function of p53, promotes the accumulation of lipids, and ultimately results in radioresistance. This mechanism provides novel evidence supporting the tumor-suppressive role of CD55. Research indicates that the depletion of CD55-positive cells is associated with increased radioresistance [49], potentially due to unchecked nuclear trafficking of EGFR. In contrast, the expression of CD55 induced by hypoxia-inducible factor 1-alpha within hypoxic microenvironments may delay the onset of resistance by stabilizing the localization of EGFR at the membrane [50]. This observation is consistent with clinical findings that high CD55 expression is associated with improved prognosis in patients with gastric cancer [46]. Therapeutically restoring the CD55-EGFR interaction presents significant potential. Enhancing the function of CD55 in cervical cancer models activates caspase-3-dependent apoptosis [51]. Additionally, this study confirms that inhibiting GDPD5 competition enhances CD55-mediated anchoring of EGFR to the membrane. By maintaining p53 expression, this intervention reverses lipid accumulation and radioresistance.

The causal relationship between lipid accumulation and radioresistance observed in this study necessitates further investigation, as current evidence primarily highlights their co-occurrence. Previous research suggests that lipid droplets may sequester free radicals, thereby mitigating oxidative damage [6, 52]. Additionally, enhanced fatty acid synthesis in radioresistant tumor cells facilitates membrane phospholipid biogenesis and the release of signaling molecules [53]. Elevated expression of ATP citrate lyase (ACLY) is associated with poor prognosis in patients undergoing radiotherapy, while inhibition of ACLY impairs DNA damage repair capacity [54]. Increased expression and activity of FASN have been observed in radioresistant tumors [55]. FASN upregulates the androgen receptor via the Akt/NF-κB pathway, leading to cell cycle arrest and enhanced DNA repair [56]. The key enzyme in fatty acid oxidation, carnitine palmitoyltransferase 1A (CPT1A), enhances DNA damage repair and suppresses apoptosis by modulating FOXM1 [57]. It is overexpressed in radioresistant patients and negatively correlates with survival rates [21]. The DGAT2 inhibitor PF-06424439, which targets a lipid droplet metabolic enzyme, reduces lipid droplet accumulation and sensitizes cells to radiation [58]. These findings collectively suggest that the reprogramming of lipid metabolism contributes to radioresistance by providing essential membrane components, energy, and substrates necessary for repair.

Recent research underscores the pivotal role of feedback regulation between p53 and lipid metabolism in tumor progression. The accumulation of lipid droplets facilitates the anchoring of p53 to the lipid droplet surface through interactions with cytochrome b5 reductase 3 and myosin heavy chain 9 [59, 60]. This anchoring renders p53 vulnerable to specific ubiquitination and subsequent degradation by the E3 ubiquitin ligase MDM2 [60]. The deficiency of p53 subsequently liberates ribosomal protein S3A, promoting its nuclear translocation in complex with the transcription factor C/EBPβ [61]. This complex enhances the expression of peroxisome proliferator-activated receptor gamma and the fatty acid transporter CD36, resulting in sustained lipid droplet expansion. This deleterious cycle—where lipid droplet accumulation triggers p53 degradation, and the loss of p53 facilitates de novo lipogenesis—has received further clinical validation [62].

Future research should focus on inducing lipid accumulation in radiation-sensitive rectal cancer cell lines to evaluate the resulting alterations in radiotherapeutic response. Moreover, the therapeutic potential of targeting CD55 warrants further investigation. Although this study demonstrated that CD55 knockdown intensifies radioresistance, the translational significance of CD55 as a tumor suppressor must be validated through overexpression models. Employing CRISPR activation technology or lipid nanoparticle-mediated delivery of CD55 mRNA could provide insights into whether these approaches can counteract GDPD5-mediated EGFR nuclear translocation and radioresistance [63, 64]. For clinical translation, the integration of radiomics to assess intratumoral lipid content, such as quantifying lipid droplet distribution via chemical shift imaging, could serve as an indirect biomarker for evaluating rectal cancer radiosensitivity [65, 66].

In conclusion, GDPD5 competitively interacts with the LYS-161/GLN-212 residues of CD55, leading to the dissociation of EGFR from the membrane and promoting its translocation to the nucleus. This signaling cascade inhibits p53 activity, thereby causing dysregulation of lipid metabolism and contributing to radioresistance. Understanding this regulatory pathway unveils new therapeutic targets and strategies for addressing radioresistance in rectal cancer.

## Supplementary information

Supplementary Figure

Supplementary Figure Legends

checklist

WB Original Image

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request. RNA-seq data for HCT116 (GSE319208) were downloaded from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: GDPD5-CD55-EGFR competitive binding axis regulates radioresistance and lipid accumulation in rectal cancer
**Source:** Cell Death Dis. 2026 Apr 7;17(1):492. doi: 10.1038/s41419-026-08711-3
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

Figure S1 The Association Between Lipid Content and Radiation Sensitivity in Cellular Models (A) qPCR experimental validation of FASN overexpression efficiency in parental cell lines. (B-C) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were performed in parental and OE-FASN HCT116 and DLD-1 cell lines. (D-E) Clonogenic assays and statistical analyses were performed on both parental and OE-FASN HCT116 and DLD-1 cell lines. (F-G) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were performed in vehicle and C75 HCT116/R and DLD-1/R cell lines. (H-I) Clonogenic assays and statistical analyses were performed in vehicle and C75 HCT116/R and DLD-1/R cell lines. NS indicates non-significance, **p<0.01; ***p<0.001.

Figure S2 GDPD5 Knockdown and Rescue (A) qPCR experimental validation of GDPD5 shRNA efficiency in HCT116/R and DLD-1/R cell lines. (B) Western blot analysis was also utilized to assess the protein levels of p53 in control versus GDPD5-knockdown radioresistant cell lines. (C) Western blot analysis was also utilized to assess the protein levels of GDPD5 and p53 in control versus, GDPD5-knockdown and GDPD5-rescue radioresistant cell lines. (D, F) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were conducted in control, GDPD5-knockdown and GDPD5-rescue radioresistant cells. (E, H) Clonogenic assays (IR-4 Gy) and statistical analyses were conducted in control, GDPD5-knockdown and GDPD5-rescue radioresistant cells. NS: not significant; **p<0.01; ***p<0.001.

Figure S3 GDPD5 Overexpression (A) qPCR experimental validation of GDPD5 overexpression plasmid efficiency in HCT116 and DLD-1 cell lines. (B, C) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were conducted in control and GDPD5 overexpression HCT116 and DLD-1. (C, E) Clonogenic assays (IR-4 Gy) and statistical analyses were conducted in control and GDPD5 overexpression HCT116 and DLD-1. NS: not significant; **p<0.01; ***p<0.001.

Figure S4 p53 Knockdown (A) qPCR experimental validation of p53 shRNA efficiency in HCT116/R and DLD-1/R cell lines. (B, D) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were conducted in control and p53-knockdown radioresistant cells. (C, E) Clonogenic assays (IR-4 Gy) and statistical analyses were conducted in control and p53-knockdown radioresistant cells. NS: not significant; **p<0.01; ***p<0.001.

Figure S5 CD55 Knockdown and Rescue (A) qPCR experimental validation of CD55 shRNA efficiency in HCT116/R and DLD-1/R cell lines. (B) Western blot analysis was also utilized to assess the protein levels of p53 in control versus CD55-knockdown radioresistant cell lines. (C,D) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were conducted in control and CD55-knockdown radioresistant cells. (E, F) Clonogenic assays (IR-4 Gy) and statistical analyses were conducted in control and CD55-knockdown radioresistant cells. (G) Western blot analysis was also utilized to assess the protein levels of CD55 and p53 in control versus, CD55-knockdown and CD55-rescue radioresistant cell lines. (H, J) Oil Red O staining (scale bar = 10 μm) and quantification of neutral lipids were conducted in control, CD55-knockdown and CD55-rescue radioresistant cells. (I, K) Clonogenic assays (IR-4 Gy) and statistical analyses were conducted in control, CD55-knockdown and CD55-rescue radioresistant cells. NS: not significant; **p<0.01; ***p<0.001.

Figure S6 Subcellular Fractionation Assays (A) Western blot analysis was utilized to assess the protein levels of EGFR, GDPD5 and CD55 in parental, radioresistant, radioresistant + shCtrl and radioresistant + shGDPD5 cell lines in the cell membrane and nucleus.

Figure S7 Analysis of p53 Mutation Status and Associations with GDPD5, CD55, Nuclear EGFR, and Treatment Response. (A-F) Immunohistochemical analysis of GDPD5, CD55, and EGFR expression in rectal cancer tissue samples (n=20 (good=10, p53 WT=5, p53 MUT=5) (poor=10, p53 WT=5, p53 MUT=5)), accompanied by IHC scoring (B-D). (G-J) Correlation analysis of the IHC findings. NS denotes non-significance; *p<0.05; **p<0.01; ***p<0.001.

Figure S8 Radiation Dose and Time Effects on Organoids. (A) Western blot analysis was performed to detect the expression of GDPD5, CD55, and EGFR in cell membranes, nuclei, and total proteins of organoids 6 hours after 6 Gy irradiation. Both GDPD5-low-expressing CD55-high-expressing EGFR-low-nuclear-entry organoids and GDPD5-high-expressing CD55-low-expressing EGFR-high-nuclear-entry organoids underwent statistical analysis of budding rates (B) and surface areas (D) at 6 days post-irradiation following 0, 2, 4, 6, and 8 Gy ionizing radiation. Additionally, measurements were taken at 0, 1, 2, 3, 4, 5, and 6 days post-6 Gy ionizing radiation (C, E).

# Supplementary material for: GDPD5-CD55-EGFR competitive binding axis regulates radioresistance and lipid accumulation in rectal cancer
**Source:** Cell Death Dis. 2026 Apr 7;17(1):492. doi: 10.1038/s41419-026-08711-3
**Supplement:** Supplementary file 3 — checklist

Corresponding Author Name: Qiliang Peng  
Manuscript Number: CDDIS-25-683

# Reporting Summary

*Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.*

☒ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes ( $n < 5$ ) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

*Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.*

## Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)

For animal studies, include a statement about sample size estimate even if no statistical methods were used.

2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)

3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)

For animal studies, include a statement about randomization even if no randomization was used.

## Reported in section/paragraph or page #

|        |
|--------|
| page 8 |
| page 8 |
| page 8 |
| page 8 |
| page 8 |

|                                                                                                                                                                                      |         |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
| 4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #) | page 8  |
| For animal studies, include a statement about blinding even if no blinding was done.                                                                                                 | page 8  |
| 5. For every figure, are statistical tests justified as appropriate?                                                                                                                 | page 14 |
| Do the data meet the assumptions of the tests (e.g., normal distribution)?                                                                                                           | page 14 |
| Is there an estimate of variation within each group of data?                                                                                                                         | page 14 |
| Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)                                                                 | page 14 |

## Reagents

|                                                                                                                                                      | Reported in section/paragraph or page # |
|------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------|
| 6. Report the source of antibodies (vendor and catalog number)                                                                                       | page 7-8                                |
| 7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination | page 8                                  |

## Animal Models

|                                                                                                                                                                    | Reported in section/paragraph or page # |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------|
| 8. Report species, strain, sex and age of animals                                                                                                                  | page 8                                  |
| 9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments. | page 8                                  |

10. We recommend consulting the ARRIVE guidelines ([PLoS Biol. 8\(6\), e1000412,2010](https://doi.org/10.1371/journal.plosbio.1000412)) to ensure that other relevant aspects of animal studies are adequately reported.

## Human subjects

### Reported in section/paragraph or page #

|                                                                                                                                                                     |        |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|
| 11. Identify the committee(s) approving the study protocol.                                                                                                         | page 8 |
| 12. Include a statement confirming that informed consent was obtained from all subjects.                                                                            | page 8 |
| 13. For publication of patient photos, include a statement confirming that consent to publish was obtained.                                                         | page 8 |
| 14. Report the clinical trial registration number (at <a href="https://clinicaltrials.gov">ClinicalTrials.gov</a> or equivalent).                                   | page 8 |
| 15. For phase II and III randomized controlled trials, please refer to the <a href="#">CONSORT statement</a> and submit the CONSORT checklist with your submission. |        |
| 16. For tumor marker prognostic studies, we recommend that you follow the <a href="#">REMARK reporting guidelines</a> .                                             |        |

## Data deposition

### Reported in section/paragraph or page #

|                                                                                                                                                                                                                                                                                                             |        |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|
| 17. Provide accession codes for deposited data.<br>Data deposition in a public repository is mandatory for: <ol style="list-style-type: none"> <li>Protein, DNA and RNA sequences</li> <li>Macromolecular structures</li> <li>Crystallographic data for small molecules</li> <li>Microarray data</li> </ol> | page 2 |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

|                                                                                                                                                                                                                                                                                                                   |                |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|
| 18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under " <b>Code availability</b> " to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability. | Not applicable |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|

# Supplementary material for: GDPD5-CD55-EGFR competitive binding axis regulates radioresistance and lipid accumulation in rectal cancer
**Source:** Cell Death Dis. 2026 Apr 7;17(1):492. doi: 10.1038/s41419-026-08711-3

Figure 1F

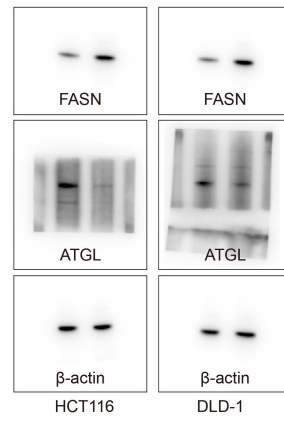

Figure 2B

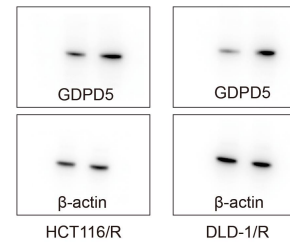

Figure 2C

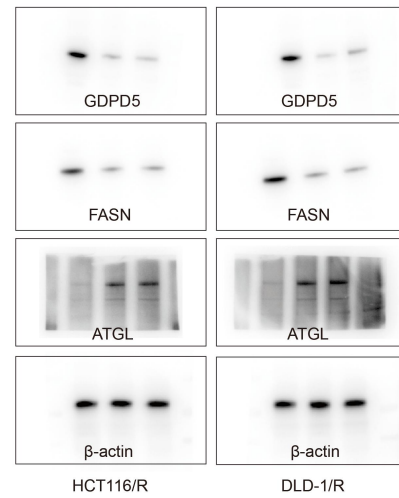

Figure 3E

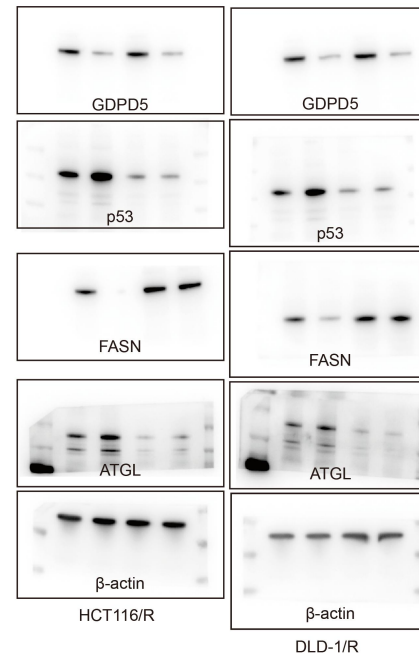

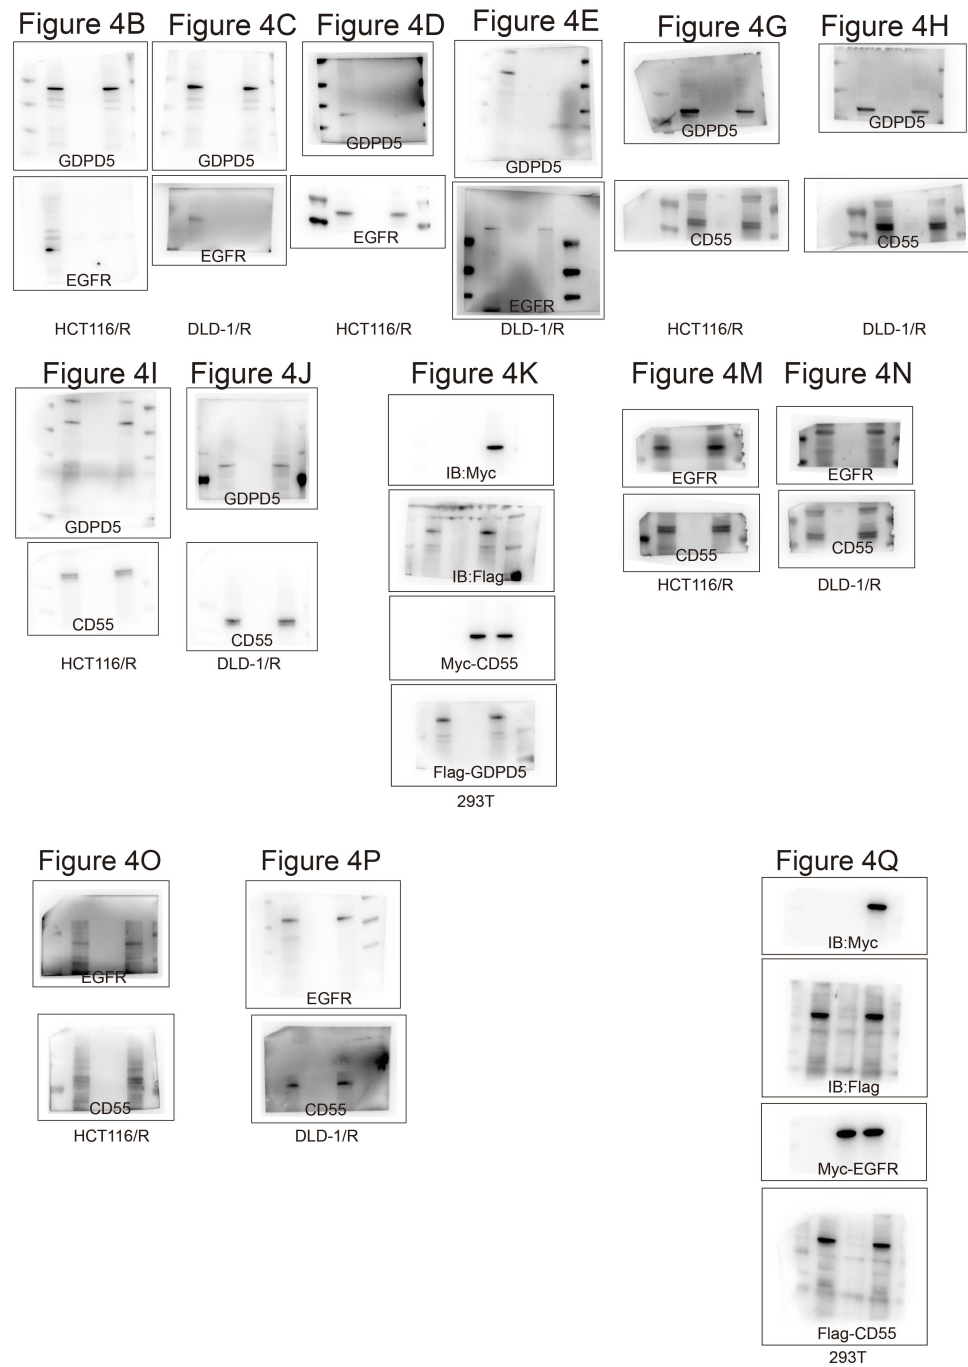

Figure 5C

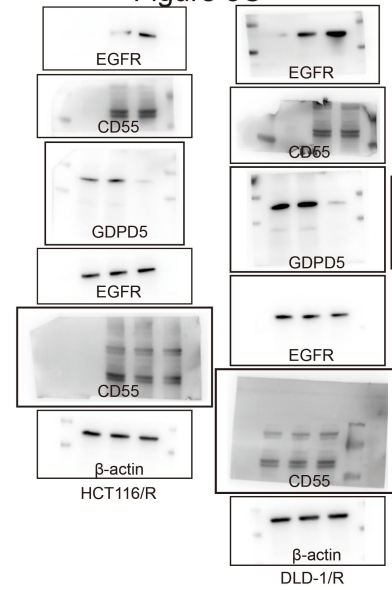

Figure 5D

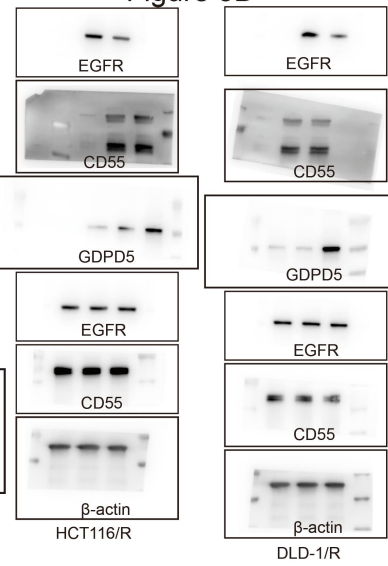

Figure 5E

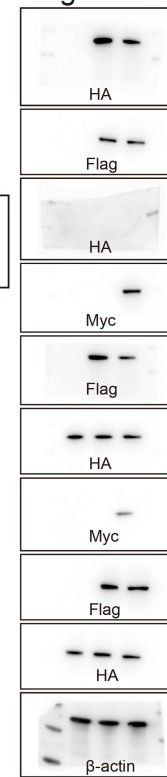

Figure 5F

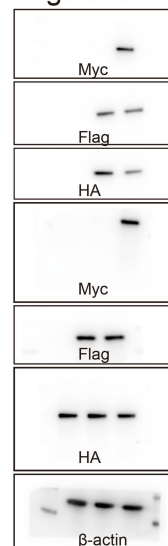

Figure 5G

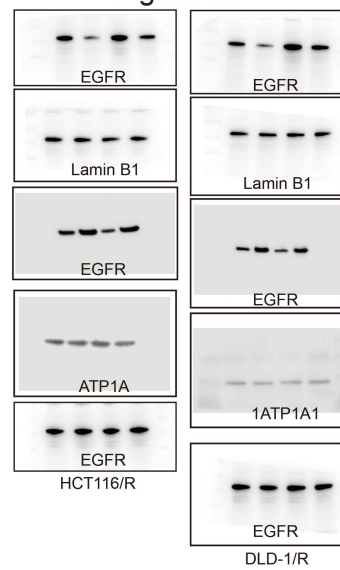

Figure 6F

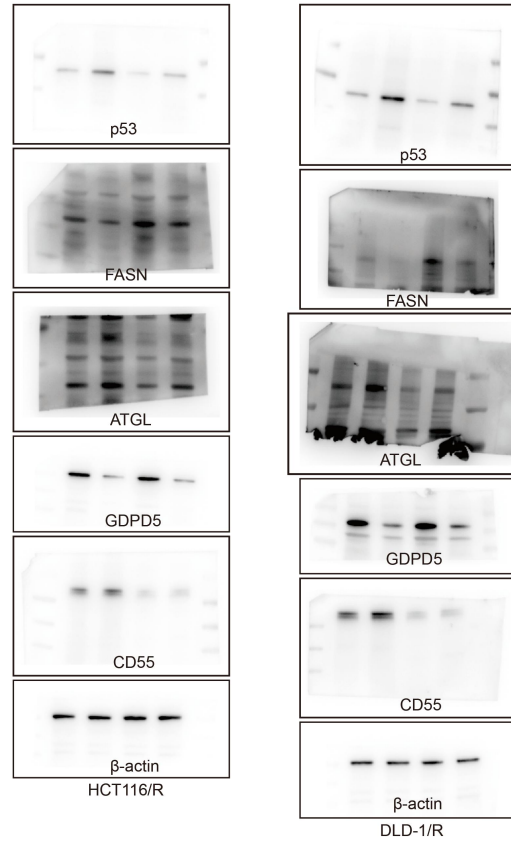

Figure S2B

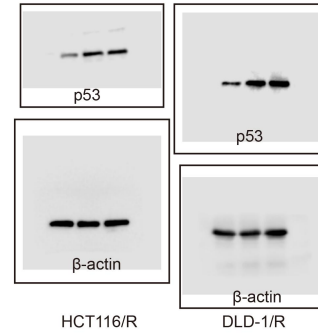

Figure S2C

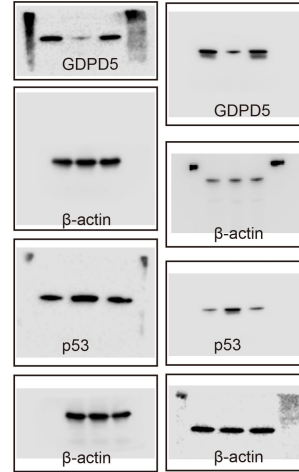

Figure S4B

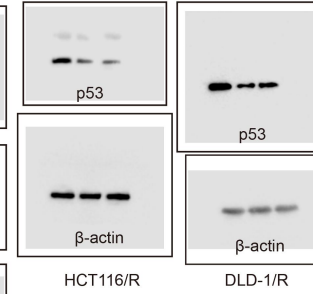

Figure S3C

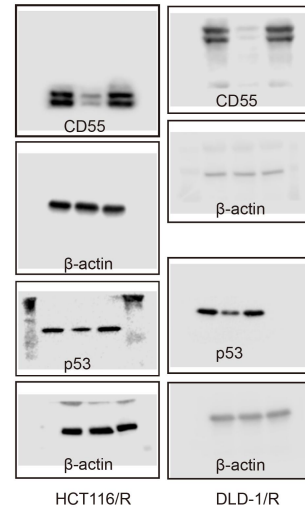

Figure S6A

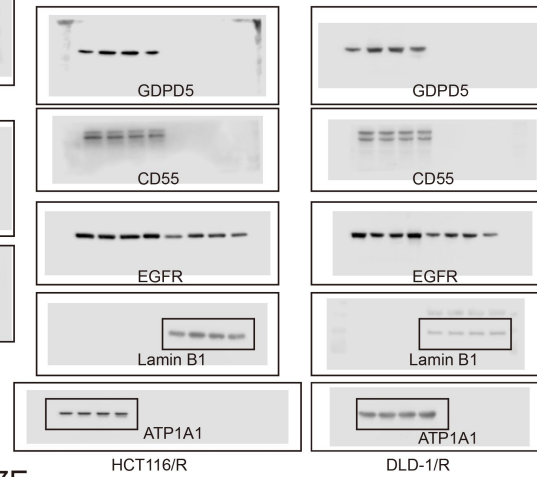

Figure S7E

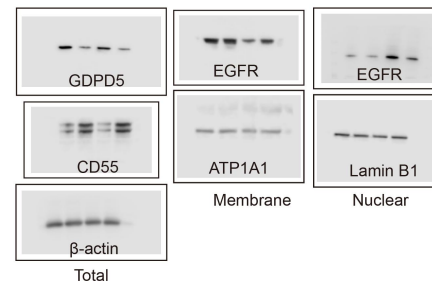

**Supplement:** Supplementary file 4 — WB Original Image

How the deposited data were processed for this re-analysis (not part of the article)

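RNA-seq was analysed for 6 HCT116 libraries, 3 with a control shRNA and 3 with an shRNA against GDPD5, which the paper describes as radioresistant cells 6 h after 4 Gy. The authors deposited 1 table of estimated counts per gene, with 79302 genes of which 370 carry only a name given during processing. The aligner, the counting tool, the use of strand and the genome build behind the deposited counts are not given in the sources used here. Conditions and replicates were taken from the sample labels, and every column of the table was matched to a label.

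The deposited estimated counts were rounded to whole numbers, which changed a value by at most 0.5. Genes with low counts were removed with the default filter of edgeR (a minimum count of 10), leaving 16755 genes, of which 95.5% have a symbol in the name table used. TMM normalization, the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 and Benjamini-Hochberg adjustment over these genes followed, with 3 libraries in each group and no further terms. The common biological coefficient of variation was 0.0555. Total counts of 16715447 to 18510670 per library limit the precision for genes of a few counts. The study's thresholds were taken as an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled.

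Before the data were examined, 33 gene lists were fixed, together with the rule for the genes named. These were the genes of the paper's axis and discussion, the 8 higher and 8 lower genes of largest absolute log2 fold change among those with an adjusted p under 0.05, a mean CPM of at least 5, groups that do not overlap and an official symbol, and up to 4 members of each list with the smallest adjusted p under 0.05. Lists with at least 5 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. The 11 lists that Fig. 3B shows were also tested with a one-sided Fisher's exact test against the tested genes. List members were written from general knowledge of these pathways. Gene positions, 3' UTRs and shRNA targets were taken from GENCODE release 29 on GRCh38.

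The alternatives were RLE and upper quartile factors, DESeq2 1.42.0, limma-voom, a per-gene test of the kind the study states, on log2(CPM + 1) with folds of mean CPM + 1, and its test and fold each alone, no filter and a filter of 10 counts in every library, a replicate block, each library left out in turn, a fold over 1.5 or under 0.5, an adjusted p with the fold threshold, and other settings of the principal components and list tests. On simulated data for this comparison, with 200 genes changed among the real genes, 47 of 47 genes lowered by 2 on the log2 scale and 50 of 50 raised by 2 were recovered, and 38 of 47 lowered by 1 and 46 of 50 raised by 1, among the 16445 genes in that fit. Of 16251 unchanged genes 8 were called. Camera called 1 simulated list that was lowered and 0 of 32 random lists. Only 200 genes were changed there, against 10006 in the real comparison, and random lists are not chosen for genes that vary together. The simulation therefore cannot show how often a pathway list passes at the preset correlation without a difference.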

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

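The tests of GC content, transcript length, seed matches, growth state and neighbouring genes reported here were chosen after the results were seen. The comparison with other splits of the libraries was set before its result was seen.

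Lists of cell cycle genes that Fig. 3B does not show in this form stood out against the control libraries, and among their members the paper discusses Ki67 and FOXM1. Of 66 tested G1/S genes activated by E2F, 66 were higher in the shGDPD5 libraries at an adjusted p under 0.05 from edgeR (66 when adjusted over the list alone), with a median log2 fold change of 1.35. TYMS and RRM1, which supply deoxynucleotides, PCNA and the thymidine kinase gene TK1 rose by 2.07, 1.96, 1.86 and 2.19 on the log2 scale, and TYMS overlaps ENOSF1 on the other strand. Of 72 tested G2/M genes that p53, p21 and DREAM are known to repress, 71 were higher and 0 lower (71 and 0 when adjusted over the list alone), with a median of 0.94. Their leading members were MKI67 (1.45), the separase gene ESPL1 (1.79), GTSE1 (1.89) and the checkpoint gene BUB1B (1.38). With camera and an estimated correlation, the adjusted p was 0.0201 for the G1/S list and 0.0457 for the G2/M list.

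Stress and inflammatory genes, for which the paper reports no values from these libraries, were lower. Of 18 tested senescence-associated secreted factors, 18 were lower (18 when adjusted over the list alone), with a median log2 fold change of -1.97. These included AREG (-2.18) and EREG (-1.32), which are ligands of EGFR, and VEGFA (-2.06). Of 35 tested interferon response genes, 2 were higher and 31 lower (2 and 32 when adjusted over the list alone), with a median of -0.92, led by PARP9 (-1.76), IFI6 (-2.37) and IFIT1 (-1.70). Of 18 tested NF-kB inflammatory targets, 0 were higher and 14 lower (0 and 14 when adjusted over the list alone), with a median of -1.03, led by the chemokine gene CXCL8 (-3.11), IER3 (-1.01), BIRC3 (-1.66) and CXCL2 (-3.52). Of 34 tested genes of the unfolded protein and integrated stress response, 2 were higher and 28 lower (2 and 28 when adjusted over the list alone), with a median of -0.83, led by the chaperone gene HSPA5 (-2.26), DDIT4 (-2.71), STC2 (-2.20) and ATF3 (-1.88). Of 35 tested genes of hypoxia and glycolysis, 4 were higher and 23 lower (4 and 23 when adjusted over the list alone), with a median of -0.36, led by NDRG1 (-2.59), VEGFA, P4HA1 (-2.29) and HK2 (-1.16). With an estimated correlation the adjusted p was 0.0394 for the secreted factors, 0.0201 for interferon and 0.0457 for NF-kB. Stress response (adjusted p = 0.0594) and hypoxia (adjusted p = 0.0877) did not pass. Some of these lists share members, so their results are not independent. CXCL1, CXCL2, CXCL3, CXCL8 and ICAM1 are in both the secreted-factor and NF-kB lists. VEGFA is in both the secreted-factor and hypoxia lists.

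Higher cell cycle lists with lower stress lists make the first pattern weighed. A bias of GC content or transcript length is argued against, because after the median change of genes of like GC content was subtracted each of 7 lists kept at least 98.9% of its median, and at least 89.8% for length. Direct repression of most of the stress genes by the seed of a GDPD5 shRNA is argued against as well. Of 108 lower stress genes, 22.2% held a 7-base seed match of either shRNA in the 3' UTR (exact 95% interval 14.8% to 31.2%). Among the other tested genes the share was 28.9%. These shares pool both shRNAs, and the paper's text does not name which was sequenced. Enrichment for either shRNA alone was not tested. A difference in growth state between the cultures, such as density or medium, may also lower the hypoxia list (median -0.36) and raise proliferation genes, and it cannot be told apart from GDPD5 knockdown here because each state would be shared by all libraries of a group. An effect of the knockdown itself, or of a gene that the shRNA represses elsewhere, stays open and was not tested.

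Genes of the EGFR family, its ligands and ERK feedback were lower too. Of 30 tested members, 4 were higher and 23 lower (5 and 23 when adjusted over the list alone), with a median log2 fold change of -0.63 and an adjusted p of 0.0394 with an estimated correlation. The feedback genes ERRFI1, DUSP5 and PHLDA1 had log2 fold changes of -2.55, -1.70 and -1.12, beside AREG. AREG and EREG are also in the secreted-factor list, and IER3 is also in the NF-kB list. ERRFI1 has an antisense partner among the tested genes.

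The lower CD55 and EGFR transcripts are the second pattern weighed. Loss of copies of a large segment around CD55 is argued against by 68 tested genes within 5 Mb. Their median log2 fold change was -0.089 (95% bootstrap interval -0.20 to 0.02) against -0.67, the lower bound set at 50% of the CD55 change. A loss confined to CD55 would leave this median unchanged and was not tested. At the EGFR locus the median of 16 neighbours was 0.017 with an interval of -0.33 to 0.18, which reaches the bound of -0.32, so loss of copies cannot be told apart there. The CD55 3' UTR held 0 seed matches of either shGDPD5, which argues against direct seed repression there, whereas the EGFR 3' UTR holds a match of shGDPD5#2. Tested genes with that match had a median of -0.011 (-0.0023 without it). Of them, 925 were higher and 1031 lower at an adjusted p under 0.05 from edgeR. Genes with a match of shGDPD5#1, which the EGFR 3' UTR lacks, had a median of -0.040 (-0.0001 without it). Of these, 364 were higher and 480 lower. The paper's text does not name which shRNA was sequenced. Seed repression of EGFR therefore cannot be told apart, and an effect of GDPD5 loss on both CD55 and EGFR stays open as untested.

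Other gene lists for which the paper reports no values from these libraries are given as values. Epithelial and intestinal identity genes were 1 higher and 13 lower of 15 (1 and 13 when adjusted over the list alone), with a median of -0.73, CDH1 at -0.83, CLDN7 at -1.07 and ESRP1 at -0.75 (adjusted p = 0.0902 with an estimated correlation). Genes of the epithelial-mesenchymal transition were 3 higher and 9 lower of 16 (3 and 9 when adjusted over the list alone), with a median of -0.41, AXL at -0.94 and LOXL2 at -1.69 (adjusted p = 0.227 with an estimated correlation). Cholesterol synthesis genes were 16 higher and 3 lower of 27 (17 and 3 when adjusted over the list alone, and 1 lower without shCtrl replicate 2), with a median of 0.29, ACAT2 at 1.54, EBP at 1.22 and FDPS at 0.94 (adjusted p = 0.0594 with an estimated correlation). Mitochondrially encoded genes were 9 higher and 1 lower of 13 (9 and 1 when adjusted over the list alone), with a median of 0.25, MT-ND5 at 0.81 and MT-CO1 at -0.52 (adjusted p = 0.433 with an estimated correlation), and nuclear copies make their reads uncertain. Cytosolic ribosomal protein genes, which have many pseudogenes, were 4 higher and 57 lower of 75 (4 and 57 when adjusted over the list alone), with a median of -0.29 and RPL26 at -0.83 (adjusted p = 0.42 with an estimated correlation). The unannotated gene novel15 of the deposited table rose from 100 ± 5.66 CPM to 1058 ± 48.2 (SD, n = 3 each), a log2 fold change of 3.40, and the sources used here give it no name or position.

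Other splits of the 6 libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split gave 10006 genes at an adjusted p under 0.05 against at most 0 in another split, and 1 split, the real one, was as large. At the study's thresholds it gave 2007 genes against at most 35, and 1 split was as large. For camera it gave 22 lists past the test against at most 21, and 1 split was as large. The other splits leave 2 libraries of a group against 1. For the p53 pathway the real p was 0.0289 against a lowest of 1 in another split, and 1 split was as low, but the other splits changed only 27 to 35 genes, too few for a pathway member to be expected among them, so this comparison says nothing about the pathway.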

How the results depend on the processing

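The thresholds of 1.6 and 1.9 on the absolute log2 fold change, and the separate exchange of test and fold, were chosen after seeing the data. GDPD5 stayed lower and past the test under each alternative run, with log2 fold changes from -0.99 to -0.75. Of 1886 values of the other named genes under the alternatives, 1883 kept their direction and side of the threshold. The exceptions were FASN and PNPLA2 with the per-gene test on log2(CPM + 1) (adjusted p = 0.056 and 0.0596, at most 0.00323 and 0.00435 under the others) and BBC3, with 0.03 and not called, which was -0.085 without shCtrl replicate 1 and up to 0.096 without shCtrl replicate 2 (adjusted p from 0.329 to 0.955 over the alternatives). Genes at an adjusted p under 0.05 ranged from 4410 to 5091 higher and from 4604 to 5266 lower when 1 library was left out. At the study's thresholds, genes higher and lower numbered 415 and 634 with that test and folds of mean CPM + 1, 849 and 1073 with that test and the edgeR folds, 423 and 637 with the edgeR test and folds of mean CPM + 1, 1706 and 1864 with no filter on low counts, and 2273 higher with a fold over 1.5. With at least 10 counts in every library 589 were higher. The added thresholds gave 239 and 397 at 1.6, and 117 and 249 at 1.9. PC1 held 46.9% of the variance with no filter, 82.4% with at least 10 counts in every library, 69.9% over the 500 most variable genes and 63.0% with genes scaled to unit variance. The adjusted p of the p53 pathway over-representation ranged from 0.0304 to 0.0863 when 1 library was left out, above 0.05 without shCtrl replicate 3 or shGDPD5 replicate 3. It was 0.000362 with the per-gene test and folds of mean CPM + 1 (0.0234 with the edgeR folds) and 0.00298 with no filter. It was 0.00715 with at least 10 counts in every library, 0.0041 with a fold over 1.5 or under 0.5 and 1 for the lower genes alone. With the direct targets as the list, Fisher's exact test gave p = 0.482, which was not adjusted. By fry, the adjusted p was 1.58e-05 for the pathway and 8.78e-05 for its direct targets. With an estimated correlation, 5 lists passed in the higher and 4 in the lower direction, against 11 and 11.

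With the replicate number as a block (replicate block), 4792 genes were higher and 4853 lower. The numbers do not pair the libraries, since the correlations of the deviations of same-numbered libraries were -0.07, -0.05 and -0.04 and no library correlated best with its own number. The depth, 16715447 to 18510670 counts per library, leaves low genes such as CD36 untested.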

Differences from the paper's values

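The paper reports 256 genes higher and 250 lower, against 902 and 1105 here at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. The paper's methods give 2 fold thresholds, this one and a fold over 1.5 or under 0.5, and with the second the counts here were 2273 and 1105. Under each of the alternatives set before the data were examined, both counts stayed more than 1.5 times the paper's, and the closest were 415 higher and 634 lower with a per-gene test on log2(CPM + 1) and folds of mean CPM + 1. The paper states the kind of test but not the added 1, and in a comparison chosen after seeing the values that test with the edgeR folds gave 849 and 1073, and the edgeR test with folds of mean CPM + 1 gave 423 and 637. Of the thresholds tried after seeing the values, an absolute log2 fold change of at least 1.6 gave 239 higher and 397 lower, and 1.9 gave 117 and 249, so no single one of these reached both of the paper's counts. The paper's own called genes were not used here, so how many of them these thresholds drop is not known.

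PC1 held 72.9% of the variance here and about 32% in Fig. 3A of the paper. These shares are not known to be alike, because 6 libraries give at most 5 components, and shares of about 32% and about 11% in the figure, with none of the later ones larger, cannot add up to the whole over 5 components. Whether the figure's analysis held other samples is not given in the sources used here. The share here was 46.9% with no filter on low counts, within 1.5 times of the paper's, and with RLE or upper quartile factors, at least 10 counts in every library, the 500 most variable genes or scaled genes it stayed over 1.5 times higher.

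At the study's thresholds, 26 cell cycle genes changed here, against about 41 in Fig. 3B of the paper. The count was 28 without shCtrl replicate 1 and 28 without shCtrl replicate 3, and 43 with a fold over 1.5 or under 0.5, each within 1.5 times of the paper's, and it stayed further away under the other alternatives set before the data were examined. The lists used here were written from general knowledge and need not hold the same members as the version of KEGG the paper used. The counts here are drawn from 2007 changed genes, while the paper's text gives 256 and 250, and which genes went into Fig. 3B is not given in the sources used here. For apoptosis, 9 of the regulators listed here changed, against about 20 genes of that pathway in Fig. 3B of the paper. That count was 15 with a fold over 1.5 or under 0.5, within 1.5 times of the paper's, and stayed further away under the other alternatives set before the data were examined. Of 11 lists compared with Fig. 3B, 9 were within 1.5 times, and the counts for homologous recombination (14) and mismatch repair (8) match. Those for the p53 pathway, DNA replication and the Fanconi anemia pathway were 14, 22 and 16 here.

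The paper reports that GDPD5 knockdown lowered FASN and raised ATGL, both as protein. The FASN transcript rose here, with a log2 fold change of 0.51, while that of ATGL (PNPLA2) rose by 0.60, which has the paper's direction. Neither passed with the per-gene test on log2(CPM + 1), where the adjusted p was 0.056 for FASN and 0.0596 for PNPLA2 and the folds were 0.51 and 0.58. After GDPD5 knockdown the paper reports fewer Ki67-positive cells in xenograft tumors, while the transcript of MKI67 rose here by 1.45 in cultured cells. Fig. 3C shows more p53 protein after knockdown, and of its targets the CDKN1A and MDM2 transcripts rose here by 0.48 and 0.59 on the log2 scale.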

Other observations

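The lists of lipid metabolism showed changes of single genes in both directions. Of 31 tested genes of fatty acid synthesis and desaturation, 12 were higher and 11 lower in the shGDPD5 libraries at an adjusted p under 0.05 from edgeR (13 and 11 when adjusted over the list alone). Camera gave an adjusted p of 0.995. ACSL5, which activates long-chain fatty acids, and ACSS2, which activates acetate, had log2 fold changes of -0.92 and -1.29, and ELOVL7, an elongase gene, -0.69. Of 30 tested genes of triglyceride synthesis, lipid droplets and lipolysis, 12 were higher and 10 lower (12 and 10 when adjusted over the list alone), with an adjusted p of 0.991. The monoglyceride lipase gene MGLL had -2.21, LPIN2 -0.85 and the lipid droplet gene BSCL2, which shares reads with a read-through gene, 1.36. Of 32 tested genes of fatty acid oxidation, 11 were higher and 7 lower (11 and 7 when adjusted over the list alone), with a median near 0 that changes sign between scalings and when single libraries are left out, and an adjusted p of 0.767. ACAD11 had -0.93, ACAA2 0.91 and HADHB -0.43. Of 31 tested genes of glycerophosphodiesterases and choline phospholipids, 14 were higher and 7 lower, GDPD5 itself among the lower (14 and 8 when adjusted over the list alone), with an adjusted p of 0.289, and GPCPD1, another glycerophosphodiesterase gene, had -1.80.

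Of 16 tested genes of nuclear EGFR transport and its reported targets, 8 were higher and 5 lower (8 and 5 when adjusted over the list alone), with a median of 0.07 and a camera adjusted p of 0.281. The leading members that rose, TYMS, PCNA and MYBL2 (1.76), include G1/S genes, and the translocon gene SEC61B had -0.96. Of 16 tested Wnt target genes, 6 were higher and 5 lower (6 and 5 when adjusted over the list alone), with an adjusted p of 0.406, and BMP4 had 1.89, AXIN2 1.54 and EPHB2 -1.18. Of 11 tested replication-dependent histone genes, 0 were higher and 4 lower (0 and 4 when adjusted over the list alone), with a median of -0.34 (-0.15 without shCtrl replicate 3) and an adjusted p of 0.0685, and reads of these near-identical genes are uncertain. Of 7 tested markers of other cell types, 1 was higher and 2 lower (1 and 2 when adjusted over the list alone), namely NR2F1 (0.33), COL6A3 (-3.14) and CD68 (-1.63), with an adjusted p of 0.384. ARRDC4, a gene outside the naming rule that was picked after its values were seen, had a log2 fold change of -3.43, and USP15, which the paper's methods name as an shRNA target, had 0.06 (adjusted p = 0.353).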
